# Engineered calprotectin-sensing probiotics for IBD surveillance in humans

**DOI:** 10.1073/pnas.2221121120

**Published:** 2023-07-31

**Authors:** Jonathan Y. Xia, Chelsea Hepler, Peter Tran, Nathan J. Waldeck, Joseph Bass, Arthur Prindle

**Keywords:** inflammatory bowel disease, synthetic biology, probiotics, microbiome

## Abstract

Inflammatory bowel disease (IBD) is a spectrum of autoimmune diseases affecting the gastrointestinal tract characterized by a relapsing and remitting course of gut mucosal inflammation. Disease flares can be difficult to predict, and the current practice of IBD disease activity surveillance through endoscopy is invasive and requires medical expertise. Recent advancements in synthetic biology raise the possibility that symbiotic microbes can be engineered to selectively detect disease biomarkers used in current clinical practice. Here, we introduce an engineered probiotic capable of detecting the clinical gold standard IBD biomarker, calprotectin, with sensitivity and specificity in IBD patients. Specifically, we identified a bacterial promoter in the probiotic strain *Escherichia coli* Nissle 1917 (EcN) which exhibits a specific expression increase in the presence of calprotectin. Using murine models of colitis, we show that the reporter signal is activated in vivo during transit of the GI tract following oral delivery. Furthermore, our engineered probiotic can successfully discriminate human patients with active IBD from those in remission and without IBD using patient stool samples, where the intensity of reporter signal quantitatively tracks with clinical laboratory–measured levels of calprotectin. Our pilot study sets the stage for probiotics that can be engineered to detect fecal calprotectin for precise noninvasive disease activity monitoring in IBD patients.

## Significance

Integration of synthetic biology into clinical practice promises to be a transformative approach to modernizing disease diagnosis and monitoring. In particular, inflammatory bowel disease (IBD) is a spectrum of chronic inflammatory gastrointestinal diseases that is difficult to monitor due to the relapsing and remitting nature of disease flares often resulting in downstream complications. To bridge this gap, our pilot study sets the stage for engineered calprotectin sensing probiotics that can be used as a precise and noninvasive method of disease activity monitoring in IBD patients.

Bacteria in the gut microbiome have evolved complex mechanisms of sensing and responding to external stimuli from the host. Over the past decade, advancements in molecular biology and nucleic acid sequencing have led to the emergence of synthetic biology as a potential tool to develop novel non-cell-based and cell-based clinical diagnostics (1–3). Advancements in synthetic biology have demonstrated that cell-based biosensors can be engineered by placing a reporter gene under the control of a promoter that is sensitive to the presence of specific environmental stimuli or biomarker (4, 5). Several microbes have been designed previously to serve as potential diagnostics to human infectious diseases and cancers (6–8). Furthermore, past studies have demonstrated that recombinant probiotics can be used to for successful detection of gut inflammation both in vitro and in murine models of IBD (9–12). However, these models either lacked specificity to gut inflammation or detected molecules that have not been demonstrated to be correlated with inflammatory bowel disease (IBD) activity in humans.

IBD is a spectrum of chronic autoimmune inflammatory disorders of the gastrointestinal tract ranging from ulcerative colitis to Crohn’s disease. Globally, the prevalence of IBD has been steadily increasing from 3.7 million in 1990 to 6.8 million in 2017, particularly in regions with historically low rates and more limited health care resources (13, 14). IBD is characterized by a progressive chronic relapsing and remitting course of diarrhea, rectal bleeding, and abdominal pain that can lead to irreversible bowel damage and colorectal cancer if relapses are not identified early (15). Since the clinical course of IBD varies from patient to patient, the optimal method for monitoring disease activity is difficult. Previous studies have shown that patient-reported symptoms are poor predictors of disease activity (16, 17). The current gold standard of disease surveillance through colonoscopy is invasive, costly, and requires medical expertise. C-reactive protein is a systemic biomarker that indirectly quantifies disease activity, but it is nonspecific to IBD as it is elevated in other infectious and autoimmune illnesses. Calprotectin, a stool biomarker that is both sensitive and specific to gut inflammation, is currently the clinical laboratory gold standard for IBD disease activity surveillance, but results usually take 1 to 2 weeks to obtain in the clinical setting (18, 19). Thus, a clinical gap remains in methods of precise, efficient noninvasive monitoring of disease activity.

To fill this gap, we set out to engineer the probiotic *Escherichia coli* Nissle 1917 (EcN) to detect calprotectin, the clinical gold standard biomarker of gut inflammation, for the goal of being used as a potential noninvasive diagnostic of gut inflammation. EcN is a known human gut colonizing probiotic with a long track record of safety in humans and its compatibility with the canonical genetic engineering techniques for bacteria (20). We first identified calprotectin-responsive EcN genes through RNA sequencing (RNA-seq) and coupled their respective promoters to a fluorescent reporter prior to transforming into EcN. Next, we screened these engineered EcN sensors for sensitivity and specificity to calprotectin and optimized their performance. Finally, we demonstrated that our engineered EcN sensor is sensitive and specific to gut inflammation in murine models of IBD and stool samples from human patients with active IBD. Our goal is to improve disease monitoring and identify at-risk patients earlier with the hope of maintaining remission and avoid irreversible bowel damage in this growing patient population.

## Results

### Calprotectin Treatment Results in Robust Transcriptional Changes in *E. coli* Nissle 1917.

Calprotectin, also known as S100A8/A9, is a heterodimer protein produced by neutrophils and monocytes that exerts antimicrobial activity through chelation of essential nutrients such as zinc and manganese, resulting in bacterial metal starvation (21). Whether engineered bacterial sensors can be used to detect calprotectin is currently unknown as it is unclear whether calprotectin elicits any transcriptional changes in bacterial species. Previous work has demonstrated that bacteria species exhibited unique transcriptomes when cultured in nutrient-rich and limited conditions (22). Although the optimal cutoff values for fecal calprotectin that indicate active inflammation can be variable across patients, values greater than 100 µg/g indicated the presence of inflammation with high levels of specificity without reducing sensitivity (23). Thus, to test whether the human probiotic strain EcN is transcriptionally responsive to calprotectin, we treated EcN with a clinically significant dose of 100 µg/g of human calprotectin and performed RNA-seq in the environments of complex (LB) and minimal media (M9) (Fig. 1*A*). 

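RNA was sequenced from 12 cultures of E. coli Nissle (EcN), a human gut probiotic strain, in 4 groups of 3 replicates. Cultures in M9, a minimal medium, or LB, a complex medium, were treated with calprotectin for 30 min or left untreated. Calprotectin is a neutrophil protein that binds metal ions such as zinc. The paper gives a dose of 100 µg/g in its results and 100 µg/mL in its methods, while the sample labels give 200 µg/g. The authors aligned the reads to the EcN genome with STAR and obtained gene counts with RSEM, which shares reads that fit several genes between those genes. The deposited values are expected counts without normalization, of which 11.8% to 35.5% per library were not whole numbers, and they were rounded before testing. The table lists 4935 features, 4846 with identifiers of coding genes and 89 with identifiers of non-coding features, and 19 of them had no counts in any library. Total counts ranged from 15543984 to 29725400 in untreated M9 (median 25051506) and from 26355233 to 68555998 in calprotectin-treated M9 (median 32685220). They ranged from 9472070 to 10783872 in untreated LB (median 9566274) and from 14283664 to 50769987 in calprotectin-treated LB (median 18137090). In LB every treated library was deeper than every untreated library (2-sided exact permutation test, p = 0.1, the smallest that 3 against 3 libraries allow), and in M9 the totals overlapped (2-sided exact permutation test, p = 0.2). The detection floor of 3 counts lay between 0.0438 and 0.317 CPM (counts scaled to library size). These limits use raw library totals, without the normalization factors applied to the CPM values of genes.

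Calprotectin-treated and untreated libraries of each medium were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization and removal of features with fewer than 10 counts summed over the 6 libraries. A difference in response between the media was tested as the interaction of medium and treatment over all 12 libraries. Standard errors of edgeR's log2 fold changes were back-calculated from the test statistic and are approximate. Features are listed by locus identifier, without names or coordinates. Descriptions were taken from the changed genes in the paper's Dataset S01 by joining its values to values computed from the counts, which named 875 features, and the other features are counted but not named. Counts of replicate pairs within a group differed by at least 27.7 times the sampling variance (chi-square per degree of freedom), so no group holds the same library more than once. Same-numbered replicates of the untreated and treated groups deviated from their group means with a mean correlation across 2997 genes of 0.192 in M9 and 0.0782 in LB. Genes are not independent replicates, and results are given with and without the replicate number as a block.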

Heatmaps of the statistically significant (padj < 0.05) differentially expressed genes that overlapped between calprotectin-treated EcN in M9 and LB media were generated (Fig. 1*B*). 

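Of the genes with an adjusted p-value under 0.05 in both media (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 421 changed in the same direction and 123 in opposite directions. Among the former, 271 were higher and 150 lower with calprotectin in both media. Among the latter, 58 were higher in M9 and lower in LB, and 65 were lower in M9 and higher in LB. With the replicate number as a block, 155 genes changed in opposite directions. Leaving out each of the 12 libraries in turn gave between 45 and 178 such genes.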

We observed a more robust transcriptional response pattern in calprotectin-treated EcN in minimal media (M9) as compared to complex media (LB). 

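The spread of the changes was compared over the 4205 genes with at least 10 counts in every library. The log2 fold change had an SD across genes of 0.77 in M9 and 0.54 in LB. Replicates varied more in LB, with a biological coefficient of variation of 15.4% against 11.4% in M9. The median absolute log2 fold change of the genes past the threshold was 0.61 in M9 and 0.74 in LB. These medians describe different sets of genes, so they do not compare the size of the response. For the 421 genes that changed in the same direction in both media, the medians were 1.03 in M9 and 0.80 in LB. A change of at least 2-fold together with an adjusted p-value under 0.05 was found for 567 genes in M9 and for 221 in LB. With the 12 libraries in a joint fit, which gives both media the same estimate of the replicate spread, 1903 genes changed in M9 and 1164 in LB.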

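Log2 CPM values of the 500 most variable genes, with a prior count of 2, were used for principal component analysis. The first component held 57.0% of their variance and the second 26.9%. Scores on the first were positive in M9 and negative in LB. They also moved with calprotectin, from 31.1 ± 0.953 (SD, n = 3) to 10.6 ± 1.62 (SD, n = 3) in M9 and from -16.9 ± 0.953 (SD, n = 3) to -24.8 ± 2.73 (SD, n = 3) in LB. Scores on the second rose with calprotectin, from -11.1 ± 1.66 (SD, n = 3) to 21.4 ± 0.468 (SD, n = 3) in M9 and from -17.4 ± 2.50 (SD, n = 3) to 7.17 ± 0.719 (SD, n = 3) in LB. On the plane of both components, treated and untreated libraries lay 38.4 apart on average in M9, against 2.40 between replicates of a group. In LB they lay 26.0 apart, against 3.58 between replicates. In each medium a 2-sided exact permutation test of this difference gave p = 0.1, the smallest that 3 against 3 libraries allow. Taking all tested genes in place of the 500 lowered the shares of variance to 53.4% and 21.5%.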

Principle component analysis reveals that the global gene expression profile of EcN treated with calprotectin is distinct from untreated in both complex (LB) and minimal (M9) media conditions (Fig. 1*C*). Overall, there were 2,241 differentially regulated transcripts from calprotectin-treated EcN in M9 media compared to 1,265 in LB media, with 797 overlapping genes (Fig. 1*D*). These results show that calprotectin elicits a robust transcriptional response in EcN that could be used for the construction of the synthetic sensor gene circuit in our probiotic based whole-cell biosensor.

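Of the 4802 genes tested in M9, 2262 had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1152 higher and 1110 lower with calprotectin. In LB, 782 of the 4773 genes tested did, 449 higher and 333 lower. The lists shared 544 genes, where 371 would be shared by chance (odds ratio 3.02, 2-sided Fisher's exact test over the 4761 genes tested in both media, p = 2.7e-42; genes are not independent replicates). With the replicate number as a block, 2356 genes changed in M9, 884 in LB and 638 in both. Leaving out each library in turn gave 1825 to 2075 genes in M9 and 368 to 921 in LB, the fewest in LB without calprotectin-treated replicate 1. Thinning every library to the smallest total left 1994 genes in M9 and 752 in LB. Scaling by library totals alone, chosen after seeing the data, gave 2781 genes in M9, of which 79.4% were higher. In LB it gave 739, of which 41.0% were higher. The balance of higher and lower genes thus depends on the scaling, and the majority in LB changes direction. The slight majority of higher genes in M9 held with the replicate block (50.3%). It reversed with DESeq2 (48.1%), RLE size factors (48.7%), thinning (49.0%) and a joint fit of the 12 libraries (45.5%). The M9 majority reversed as well without calprotectin-treated replicate 1 (49.4%) or replicate 3 (49.7%) in M9. In LB the majority also reversed without untreated replicate 3 (48.3%), but not without any other single library.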

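A change of at least 2-fold in both media was found for 120 genes with an adjusted p-value under 0.05 in each (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and a change of at least 4-fold for 22. From the separation of treated from untreated expression profiles and the number of differentially regulated transcripts, the paper concludes that the response of EcN to calprotectin is robust, and proposes it for building a sensor gene circuit.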

**Fig. 1.**
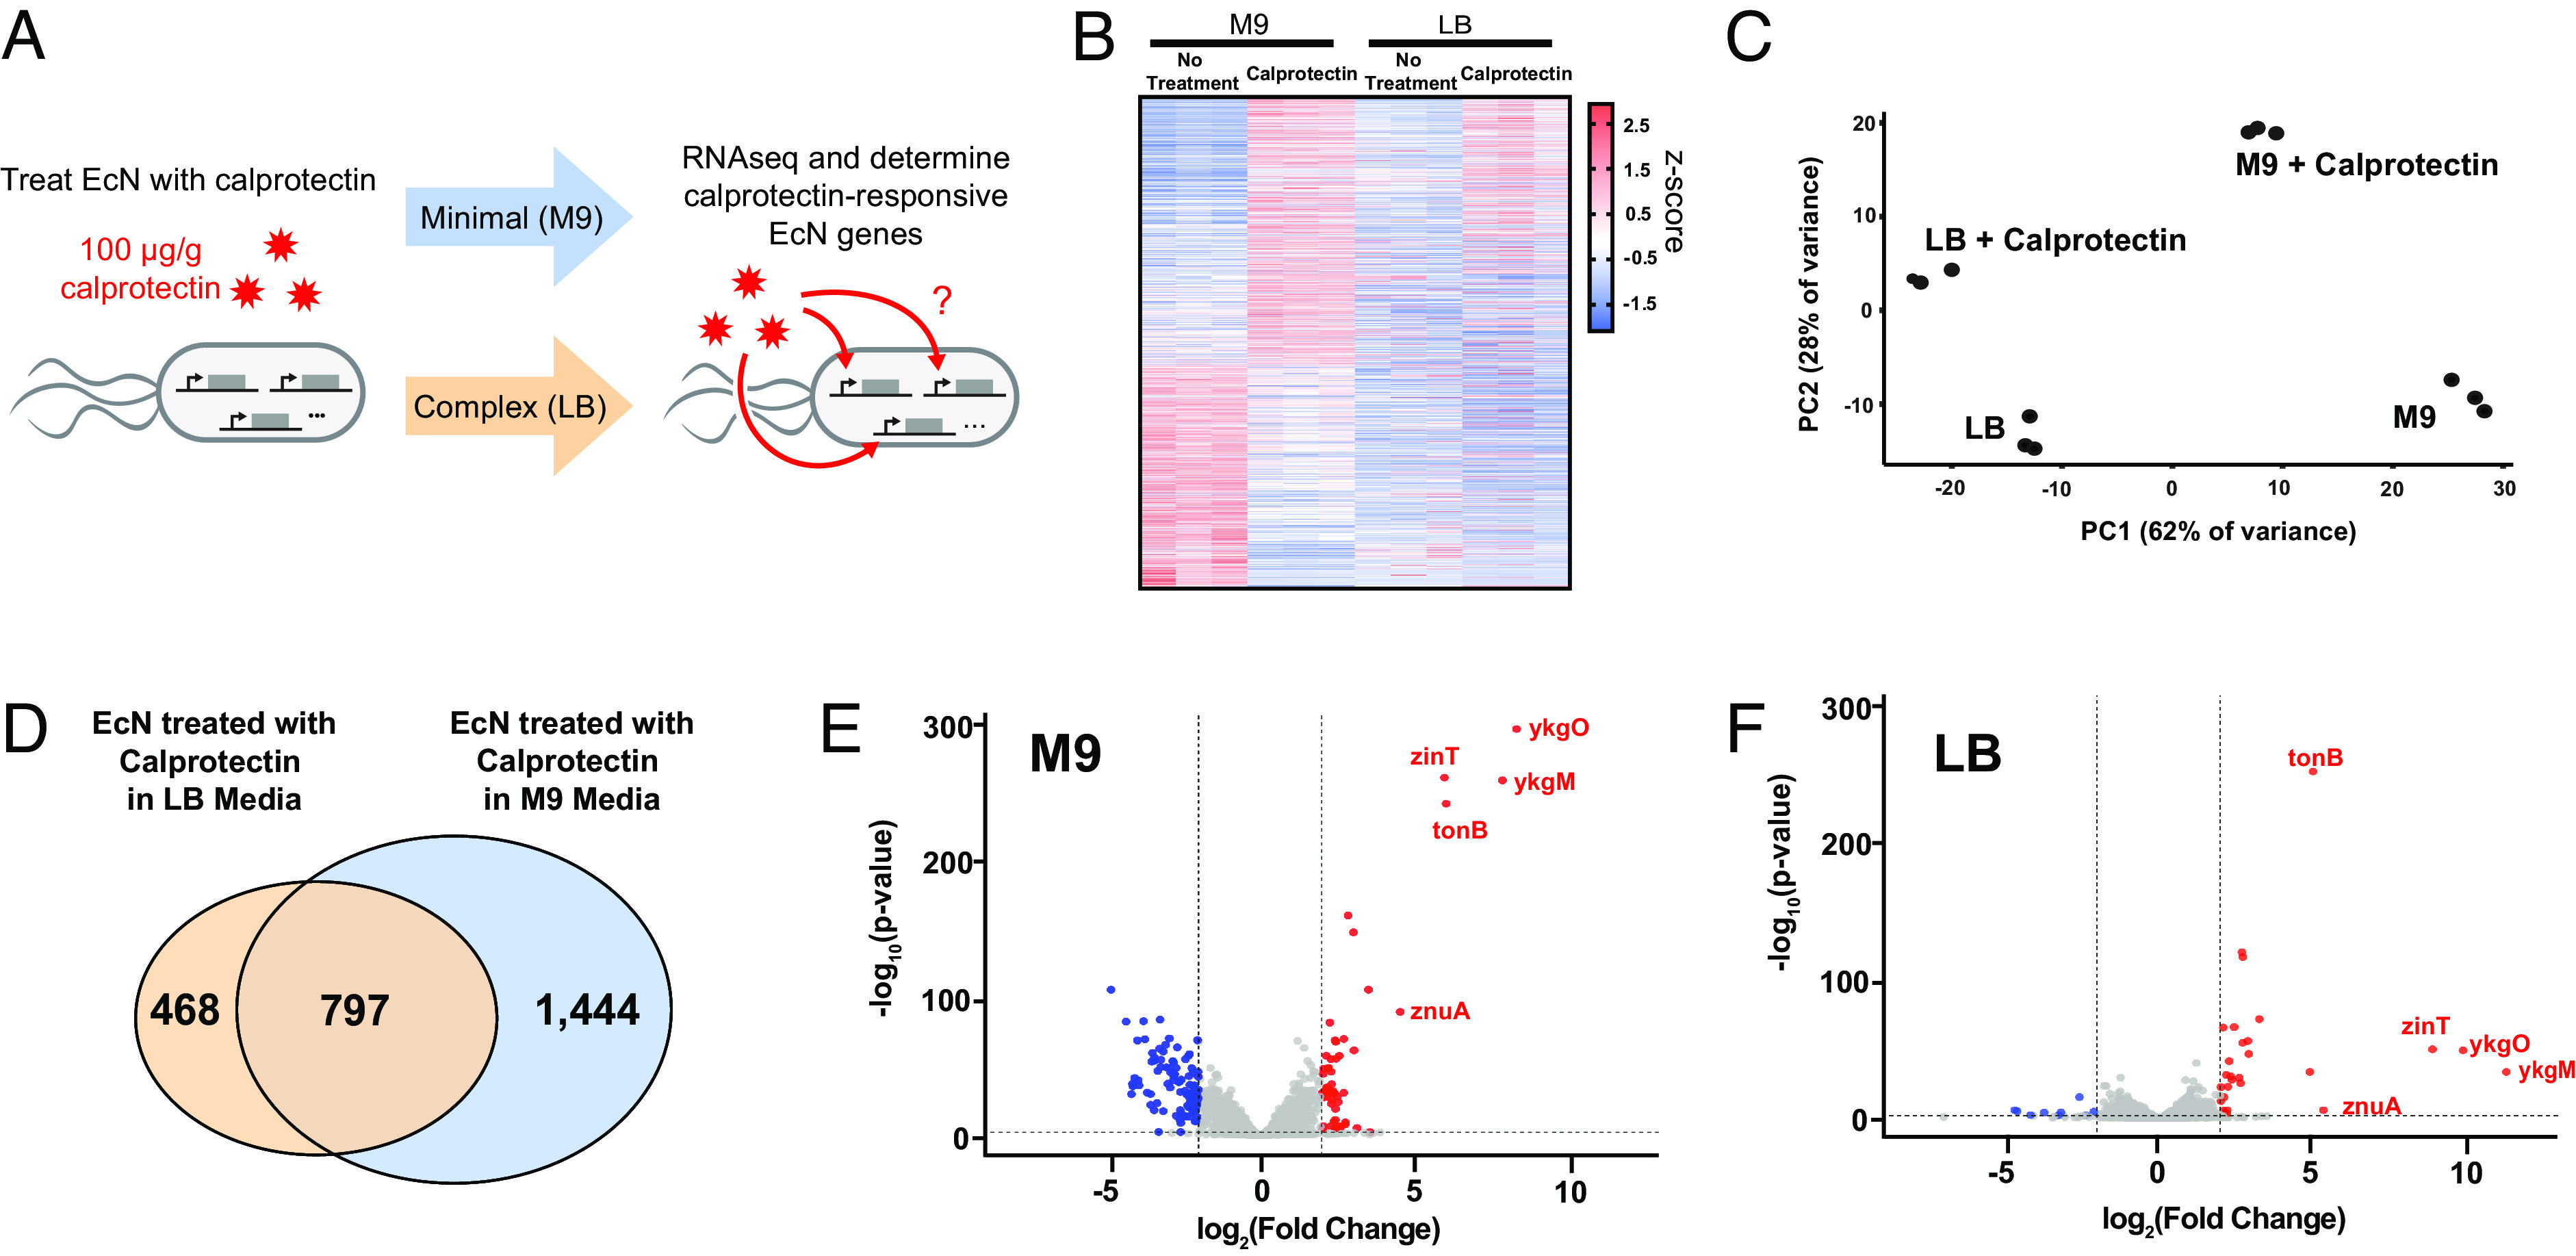
EcN show distinct gene expression changes in response to calprotectin. (*A*) RNA-seq was performed on EcN that were treated with calprotectin in either minimal (M9) or complex (LB) media. (*B*) Heat map showing all the significant (padj < 0.05) differentially expressed genes induced by calprotectin in EcN in both M9 and LB media (n = 3). (*C*) Principal component analysis performed on RNA-seq data (n = 3). (*D*) Venn diagram depicting overlap in statistically significant differentially expressed genes in EcN treated with calprotectin in LB and M9 media. (*E* and *F*) Volcano plot of all the significant (padj < 0.05) differentially expressed genes induced by calprotectin in EcN in both M9 and LB media.

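Past a 4-fold change and an adjusted p-value of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) lay 163 genes in M9, 63 higher and 100 lower, and 45 genes in LB, 34 higher and 11 lower. The 5 largest falls in M9 among genes whose groups did not overlap began with aspartate carbamoyltransferase (CCQ07026, log2 fold change -4.83, standard error 0.12, adjusted p = 1.1e-08) and its regulatory chain PyrI (CCQ07025, log2 fold change -4.34, standard error 0.10, adjusted p = 9.6e-09). Descriptions of these genes were obtained only with the wider tolerance of the join to Dataset S01. The flagellar basal-body rod protein FlgB (CCQ04734) had a log2 fold change of -4.16 (standard error 0.30, adjusted p = 7.7e-06). The beta and alpha chains of tryptophan synthase (CCQ08417 and CCQ08416) had log2 fold changes of -4.13 and -4.12 (standard errors 0.28 and 0.25, adjusted p = 5.1e-06 and 3.8e-06). In LB, the 5 largest falls chosen in the same way began with CCQ07578 (log2 fold change -4.75, standard error 0.51, adjusted p = 1.1e-04), which is described as the cation efflux protein CusF only with the narrower tolerance of the join. The non-coding features EBG00000313296 and EBG00000313254 had log2 fold changes of -4.74 and -4.29 (standard errors 0.75 and 0.71, adjusted p = 0.00140 and 0.00197). The cation efflux protein CusC (CCQ07577) had a log2 fold change of -3.68 (standard error 0.33, adjusted p = 2.5e-05), and a CzcB-family efflux protein (CCQ07579) one of -3.17 (standard error 0.25, adjusted p = 6.3e-06).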

Functional classification of differentially regulated genes by gene ontology analysis indicated enrichment of genes in pathways involved in ion transport, cellular metabolic processes, and cell motility (*SI Appendix*, Fig. S1 *A* and *B*). 

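Gene ontology terms for the features of the table were not used here, and descriptions were known only for genes in the paper's lists of changed genes. Enrichment was therefore not tested, and the direction of the changed genes was compared instead, in families defined by words in the descriptions and chosen after the values were seen. Of the 37 named genes of flagella and chemotaxis, 34 had an adjusted p-value under 0.05 in M9 and 29 in LB (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all of these were lower with calprotectin. Among the other named genes that changed, 386 were higher and 358 lower in M9, and 292 were higher and 161 lower in LB (2-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 1.5e-10 in M9 and 1.9e-12 in LB over 8 tests; genes of an operon are not independent). The median log2 fold change of the 37 genes was -3.03 in M9 and -1.01 in LB. Among 26 named genes whose descriptions hold words for siderophores or for iron or hemin uptake, 21 changed in M9, 1 higher and 20 lower (Fisher's exact test, Benjamini-Hochberg adjusted p = 3.4e-05), and 14 changed in LB, 5 higher and 9 lower (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0920). With DESeq2 in place of edgeR, 8 of these were higher and 9 lower in LB, and 1 of the 33 flagellar genes that changed there was higher. Scaling by library totals alone moved the median log2 fold change of all genes to 0.32 in M9 and -0.11 in LB, and 1 of the 34 flagellar genes that changed in M9 was then higher. Of 13 named genes of sulfate assimilation, 12 changed in M9 and 13 in LB, each of them higher, with median log2 fold changes of 0.81 and 2.29.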

Interestingly, the up-regulated genes with the highest fold-change were involved in cellular regulation of zinc ion (Zn). This includes the expression of genes *ykgM* and *ykgO,* both under the control of the same promoter *ykgMO*, encoding the zinc-responsive 50S ribosomal subunit proteins L31 and L36, which are increased by approximately 2,500-fold and 1,000-fold respectively in the presence of calprotectin (*SI Appendix*, Table S1). 

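The 5 genes with the largest rises in M9 and the 5 in LB had 4 in common. These were ykgM (CCQ06753), ykgO (CCQ06752), CCQ04533, described in Dataset S01 as a hypothetical protein, and CCQ04532, described as a membrane protein for transport of cations. CCQ04533 had a log2 fold change of 6.31 (standard error 0.15, adjusted p = 9.6e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in M9 and 6.14 (standard error 0.18, adjusted p = 1.2e-09) in LB. CCQ04532 had a log2 fold change of 6.04 (standard error 0.14, adjusted p = 9.6e-09) in M9 and 5.34 (standard error 0.18, adjusted p = 2.1e-09) in LB. CCQ04534, a putative metal chaperone of zinc homeostasis in the COG0523 family, had a log2 fold change of 6.29 (standard error 0.15, adjusted p = 9.6e-09) in M9, where it ranked 4, and of 5.00 (standard error 0.16, adjusted p = 1.7e-09) in LB, where it ranked 6. For each of these genes, treated and untreated libraries did not overlap in either medium, and chance gives no overlap for 10% of genes with 3 against 3 libraries in a medium.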

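In M9, ykgM rose from 2.10 ± 0.301 to 678 ± 104 CPM (SD, n = 3), a log2 fold change of 8.34 (standard error 0.18, adjusted p = 9.6e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) or 323-fold. In LB it rose from 0.643 ± 0.570 to 606 ± 123 CPM (SD, n = 3), a log2 fold change of 9.83 (standard error 0.39, adjusted p = 1.4e-08) or 913-fold. Untreated libraries held 27 to 64 counts of ykgM in M9 and 0 to 11 in LB. Leaving out each library in turn gave log2 fold changes of 8.23 to 8.46 in M9 and 9.29 to 10.39 in LB. ykgO rose from 1.08 ± 0.190 to 253 ± 45.9 CPM (SD, n = 3) in M9, a log2 fold change of 7.88 (standard error 0.20, adjusted p = 1.1e-08) or 236-fold. Untreated LB libraries held at most 3 counts of ykgO, the floor of detection, while treated LB libraries held 246 ± 80.0 CPM (SD, n = 3), at least 819-fold higher. Both genes were identified from the descriptions in Dataset S01, ykgM as the zinc-independent L31 protein and ykgO as the L36 protein with the adjacent identifier.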

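Of the 421 genes that changed in the same direction in both media, 243 (57.7%) had the larger absolute log2 fold change in M9. Leaving out each library in turn gave shares of 51.9% to 62.7%, and the replicate block gave 56.9%. The difference between the media had an adjusted p-value under 0.05 for 142 of these genes (interaction of medium and treatment, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with the larger change in M9 for 106 and in LB for 36. Over all 4843 genes tested, 1354 had such a difference, and 1408 with the replicate number as a block. For zinT (CCQ05506), which encodes a zinc-binding lipoprotein, the change was larger in LB (interaction -2.91, standard error 0.25, adjusted p = 3.6e-06). For ykgM it was also larger in LB (interaction -1.52, standard error 0.52, adjusted p = 0.0420), although the adjusted p-value was 0.0570 with the replicate block and was above 0.05 in 8 of the 12 fits that each left out 1 library.

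**Figure D1:**
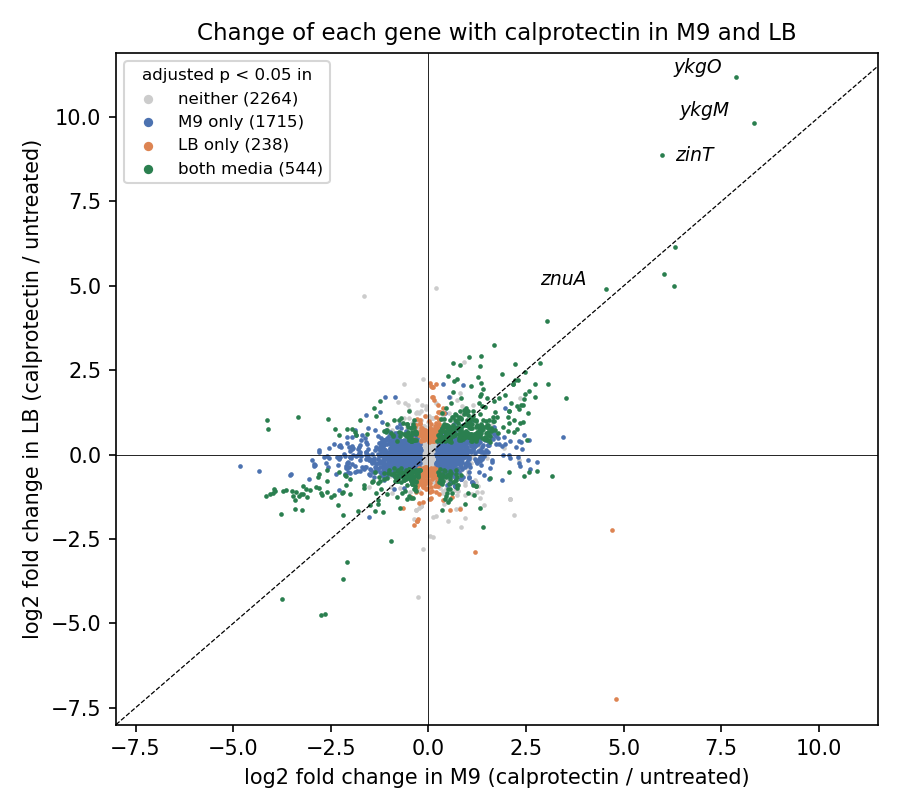
Log2 fold change of 4761 genes with calprotectin in M9 (horizontal axis) and in LB (vertical axis), coloured by an adjusted p-value under 0.05 in neither medium (2264 genes), in M9 only (1715), in LB only (238) or in both (544), with a dashed line at equal change. ykgM, ykgO and zinT lie above the line and znuA close to it, and the point for ykgO is a fitted value that rests on at most 3 untreated counts per library in LB.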

Fold changes in gene expression after calprotectin treatment appeared to be more robust in EcN grown in minimal media (M9) compared to complex media (LB). 

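Ranked by log2 fold change among genes with an adjusted p-value under 0.05, ykgM and ykgO were 1 and 2 in M9 and 2 and 1 in LB. Their order in LB rests on the fitted value of ykgO, whose lower bound of 9.68 is under the 9.83 of ykgM. zinT ranked 6 in M9 and 3 in LB, and znuA (CCQ05348), which encodes the periplasmic zinc-binding protein of the zinc transporter ZnuABC, ranked 9 and 7. In M9, zinT rose from 32.8 ± 6.68 to 2045 ± 332 CPM (SD, n = 3), a log2 fold change of 5.99 (standard error 0.21, adjusted p = 1.6e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In LB it rose from 5.61 ± 1.07 to 2615 ± 165 CPM (SD, n = 3), a log2 fold change of 8.88 (standard error 0.21, adjusted p = 2.3e-10). znuA rose from 79.3 ± 25.6 to 1828 ± 115 CPM (SD, n = 3) in M9, a log2 fold change of 4.55 (standard error 0.25, adjusted p = 2.0e-06). In LB, znuA rose from 57.5 ± 3.38 to 1701 ± 179 CPM (SD, n = 3), a log2 fold change of 4.90 (standard error 0.15, adjusted p = 1.7e-09). A difference between the media was not detected for znuA (interaction -0.36, standard error 0.26, adjusted p = 0.336), a result that depended on a single library. Without untreated replicate 1 in M9, where znuA was lowest at 49.8 CPM, the difference was -0.59 with an adjusted p-value of 0.0175, while the other 11 fits that each left out 1 library gave adjusted p-values above 0.05, up to 0.628. tonB was not analysed here.

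**Figure D2:**
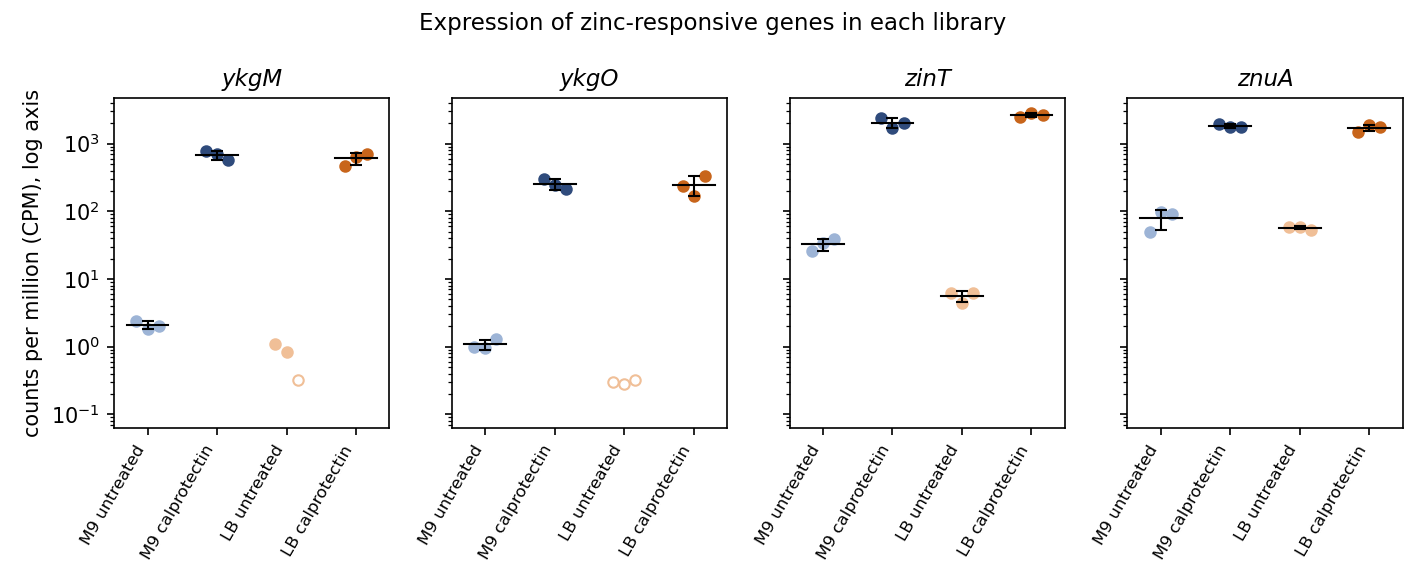
CPM (counts scaled to library size, log axis) of ykgM, ykgO, zinT and znuA in each of the 12 libraries, 3 per group, with bars for the mean and SD. Open circles are libraries with at most 3 counts, drawn at the level of 3 counts, and groups that hold such a library have no mean drawn.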

We identified five genes with both the highest fold-change and statistical significance after calprotectin treatment that were consistent between the 2 groups (Fig. 1 *E* and *F*). The promoters of these genes were then screened as potential targets to be used for construction of the biosensor of calprotectin.

### The Zinc-Responsive EcN Promoter *ykgMO* Can Reliably Sense Elevations in Calprotectin In Vitro.

To identify potential biosensors for calprotectin, the respective promoters of the five most significantly up-regulated genes were coupled to super folder green-fluorescent reporter protein (sfGFP) prior to transformation into EcN. These recombinant strains of EcN were then treated with 100 µg/g calprotectin to assess for the sensitivity of these promoters to calprotectin using sfGFP fluorescence intensity as a surrogate marker (Fig. 2*A*). We initially screened promoters of the top up-regulated calprotectin-responsive genes *ykgM*, *ykgO*, *zinT*, *znuA*, and *tonB* which are all induced in the setting of zinc starvation (24). Interestingly, the expression of these genes is regulated by transcription factors from the ferric uptake regulator family that are responsible for cellular homeostasis of metal ions including manganese, nickel, zinc, and iron (25). 

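znuC (CCQ05349) and znuB (CCQ05350), which encode the ATP-binding and permease proteins of the zinc transporter, rose with znuA. The log2 fold change of znuC was 2.23 (standard error 0.13, adjusted p = 2.6e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in M9 and 2.70 (standard error 0.14, adjusted p = 1.4e-07) in LB. For znuB it was 2.47 (standard error 0.15, adjusted p = 3.8e-06) in M9 and 2.45 (standard error 0.15, adjusted p = 7.0e-07) in LB. Over all genes, neither had a difference between the media at an adjusted p-value of 0.05 (interaction -0.48, standard error 0.18, adjusted p = 0.0572 for znuC, and 0.02, standard error 0.22, adjusted p = 0.967 for znuB). With the replicate number as a block the adjusted p-value of znuC was 0.0478, and with DESeq2's Wald test it was 0.0430. It was above 0.05 in 10 of the 12 fits that each left out 1 library, up to 0.142. Of the 7 genes of zinc uptake and zinc-responsive ribosomal proteins chosen beforehand and analysed, all 7 changed in each medium, over all genes as over the list alone. The media differed for 4 of them when adjusted over all genes and for 5 over the list alone, which adds znuC (adjusted p = 0.0234 from the same test). Transcripts of zur and fur were not analysed here.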

The promoters of *ykgMO*, *zinT*, and *znuA* are all under the control of the transcriptional repressor zinc uptake regulator (Zur), while the promoter of *tonB* is regulated by the transcription factor ferric uptake regulator (Fur) (24, 25). These results are consistent with an expected mode of action for calprotectin sensing involving zinc chelation leading to metal starvation.

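The gene of the zinc-dependent L31 protein (CCQ05672), the counterpart of ykgM, was lower with calprotectin. Its log2 fold change was -2.21 (standard error 0.13, adjusted p = 2.8e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in M9, from 99.0 ± 19.8 to 21.0 ± 0.306 CPM (SD, n = 3). In LB it was -1.13 (standard error 0.16, adjusted p = 7.0e-04), from 97.6 ± 19.5 to 44.3 ± 5.33 CPM (SD, n = 3). The fall was larger in M9 (interaction -1.09, standard error 0.22, adjusted p = 0.00201). The genes of metal efflux with the largest falls in LB also fell in M9, where CusC fell by 2.19 (standard error 0.27, adjusted p = 1.8e-04) and the CzcB-family protein fell by 2.08 (standard error 0.25, adjusted p = 1.4e-04) on the log2 scale.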

**Fig. 2.**
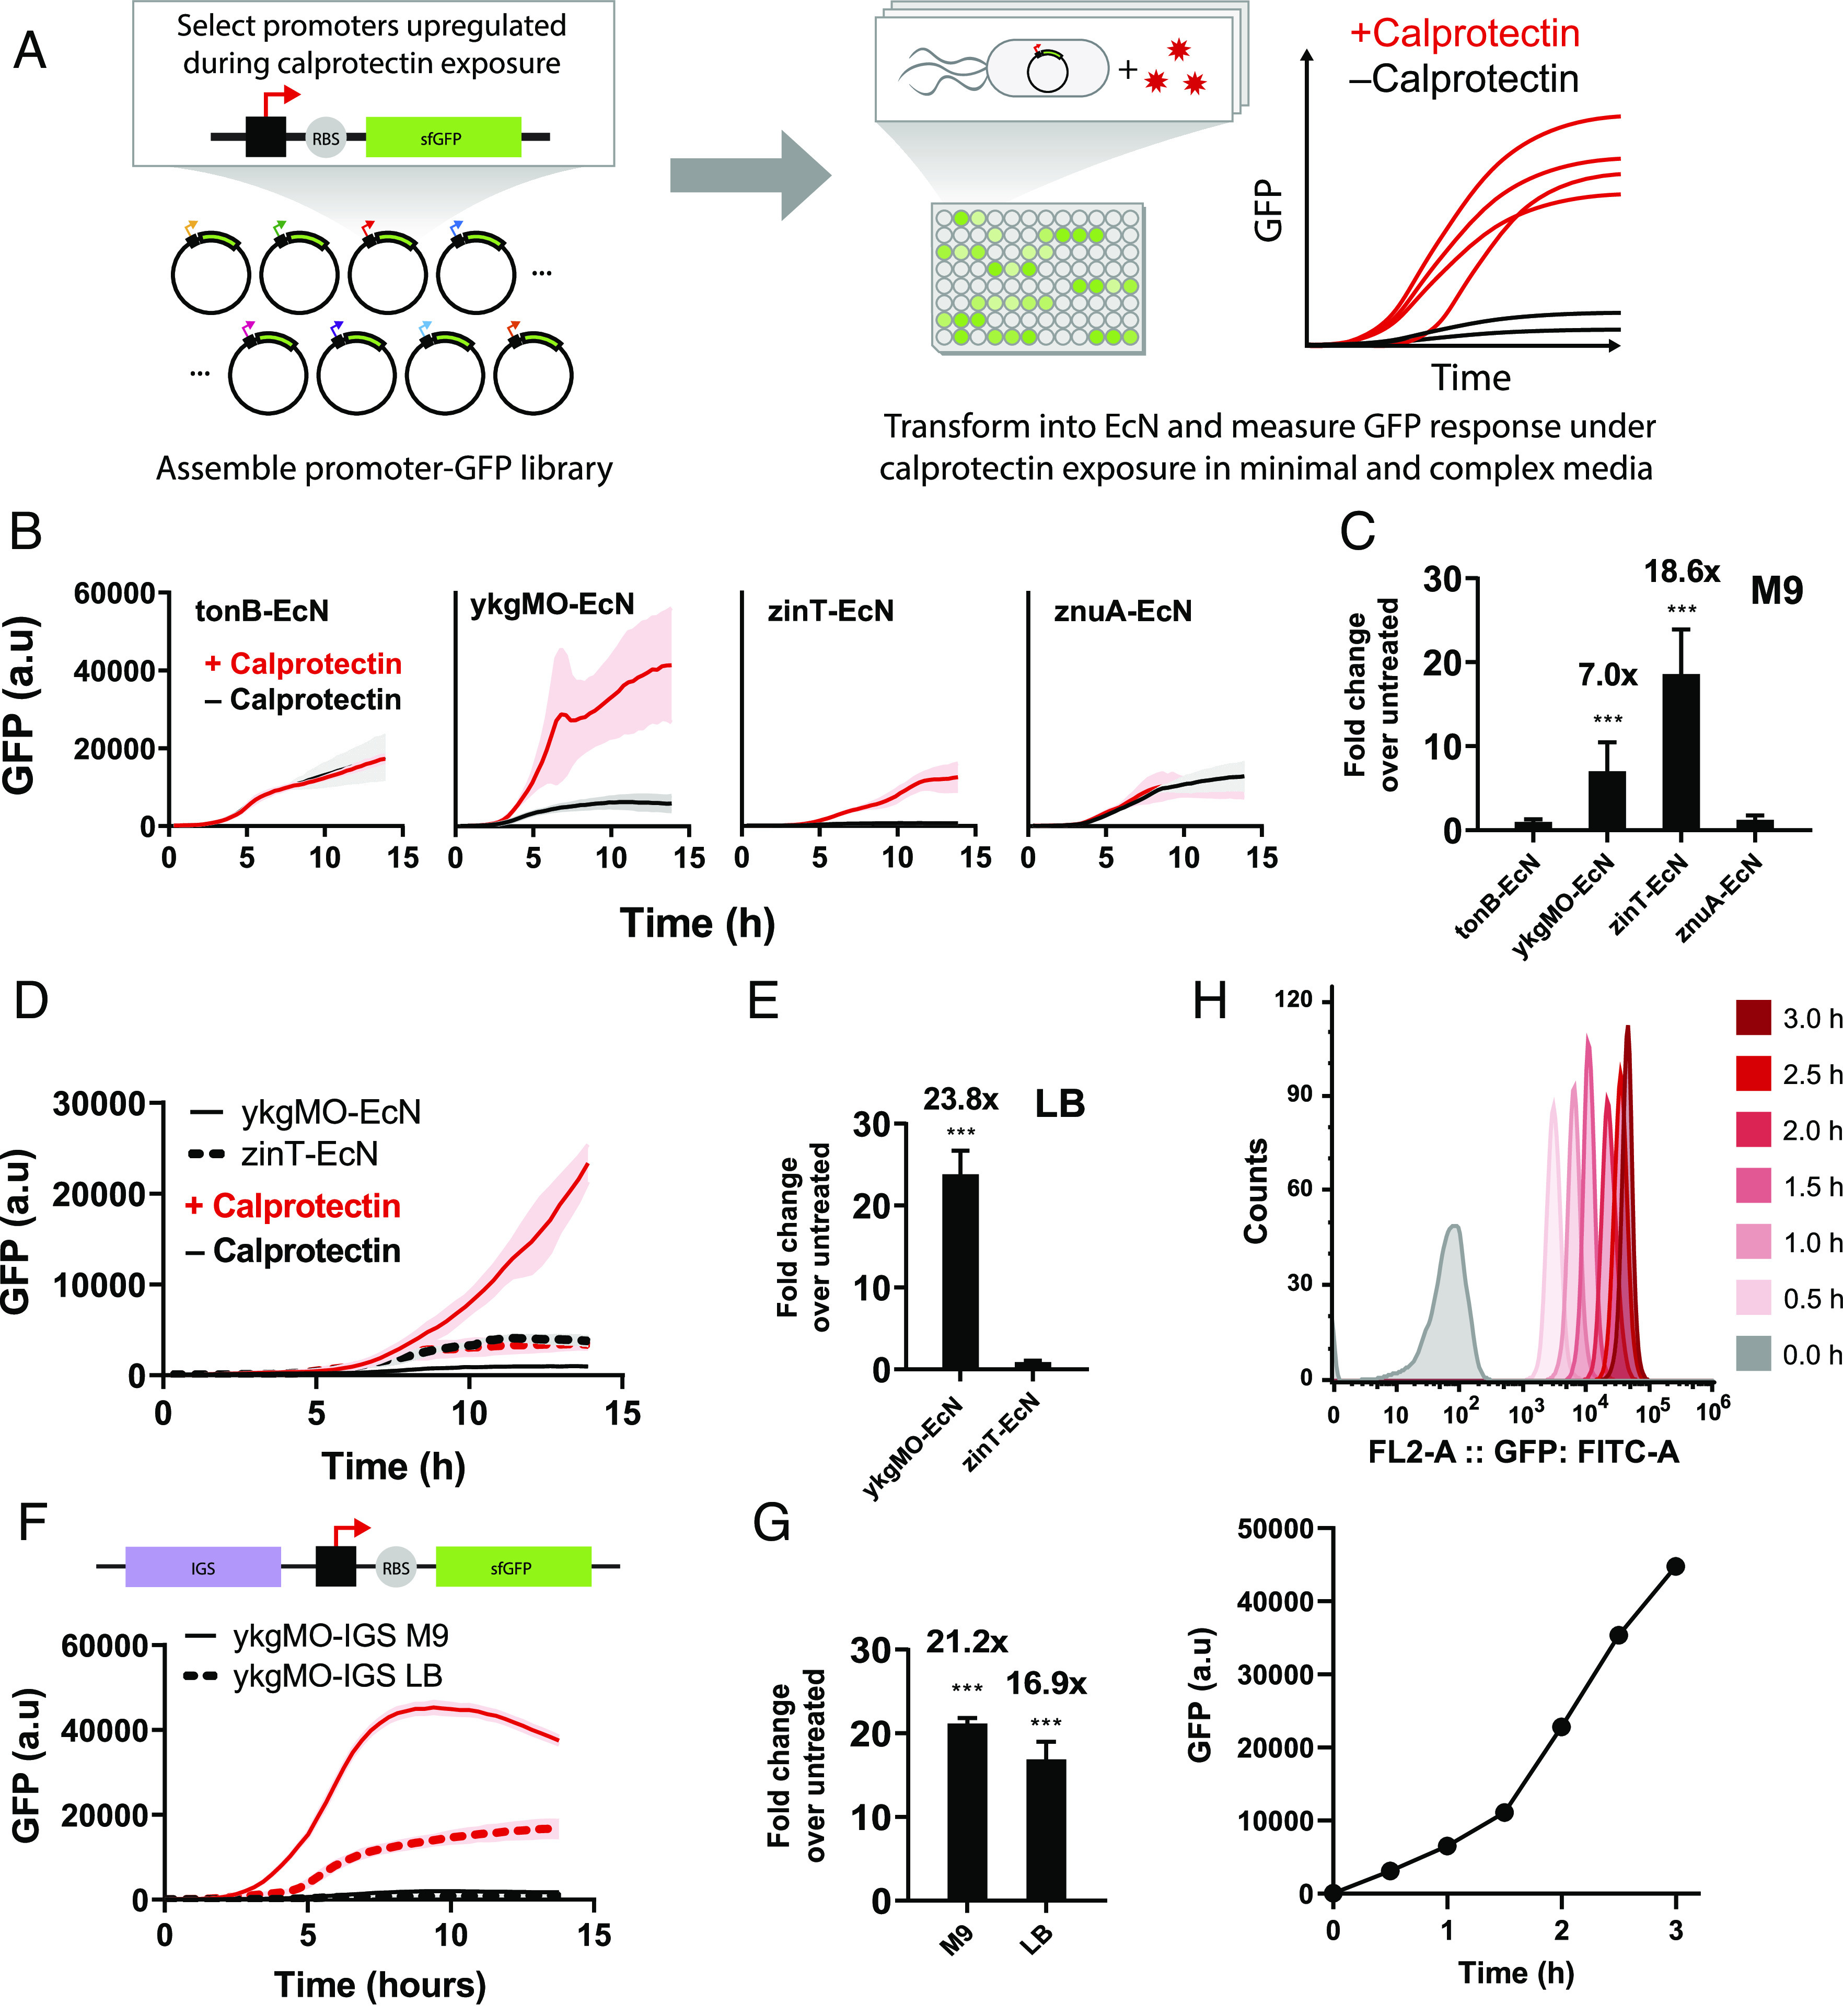
Identification of the EcN promoter ykgMO as a reliable sensor of calprotectin in both LB and M9 media in vitro. (*A*) Schematic of the screening process used to test the sensitivity of calprotectin-responsive promoters identified from the RNA-seq data. (*B*) Four strains of recombinant EcN were generated using the promoters of the top four calprotectin-sensitive genes cloned into GFP expression vectors. GFP expression was quantified by the TECAN infinite plate reader after each strain (n = 3) was treated with 100 μg/g of calprotectin for 13.8 h in M9 media. (*C*) Fold-change of GFP expression of calprotectin-treated strains over untreated. (*D*) GFP expression was quantified by the TECAN infinite plate reader after recombinant EcN with GFP expression vectors containing ykgMO (n = 3) and zinT (n = 3) promoters were treated with 100 μg/g of calprotectin for 13.8 h in LB media. (*E*) Fold-change of GFP expression of calprotectin-treated strains over untreated. (*F*) GFP expression was quantified by the TECAN infinite plate reader after recombinant EcN with GFP expression vectors containing ykgMO-IGS promoter (n = 3) were treated with 100 μg/g of calprotectin for 13.8 h in M9 and LB media. (*G*) Fold-change of GFP expression of calprotectin-treated strains over untreated. (*H*) A representative flow cytometry image of ykgMO-IGS EcN from 1 to 3 h of treatment with 100 μg/g of calprotectin with correcting graph of GFP intensities after calprotectin treatment. **P < 0.01 and ***P < 0.001 for Student’s unpaired *t* test for indicated comparisons. Data are represented as mean ± SEM.

We first evaluated the responses of biosensors constructed from these promoters in minimal media (M9) with the goal of identifying promoters with high sensitivity to calprotectin and low background induction during the growth phase. EcN transformed with plasmid-containing promoters ykgMO (ykgMO-EcN) and zinT (zinT-EcN) demonstrated calprotectin-dependent activation of sfGFP fluorescence compared to untreated controls with similar growth patterns (Fig. 2*B* and *SI Appendix*, Fig. S2*A*). ZinT-EcN displayed an 18-fold fluorescence change above untreated controls after 13.8 h of calprotectin induction, while ykgMO-EcN exhibited a sevenfold change compared to untreated controls (Fig. 2*C*). The total sfGFP fluorescence of calprotectin-treated ykgMO-EcN at the end of the 13.8 h growth curve was approximately fourfold of zinT-EcN (Fig. 2*B*). However, untreated ykgMO-EcN exhibited 10-fold increase sfGFP fluorescence compared to its zinT-EcN counterpart, suggesting the presence of gene induction during normal cellular growth (Fig. 2*B*). EcN transformed with plasmid-containing promoters for znuA and tonB did not show significant increases in fluorescence compared to untreated controls upon calprotectin treatment. (Fig. 2*B*). In addition, total sfGFP fluorescence of znuA-EcN and tonB-EcN during the growth curve study was elevated to a comparable degree as zinT-EcN, suggesting significant induction of these promoters during normal cellular growth (Fig. 2*B*). Thus, only ykgMO-EcN and zinT-EcN remained as viable candidates for our sensor.

Next, we evaluated whether calprotectin sensitivity in ykgMO-EcN and zinT-EcN was also observed in complex media conditions (LB). When treated with calprotectin in LB, zinT-EcN no longer exhibited its robust calprotectin-dependent activation of sfGFP (Fig. 2*D*), while ykgMO-EcN maintained its response with 23-fold increase sfGFP fluorescence compared to untreated control (Fig. 2*E*). Growth conditions were similar for all groups in this study (*SI Appendix*, Fig. S2*B*). Interestingly, untreated ykgMO-EcN did not exhibit a similar increase in sfGFP-induction compared to when grown in minimal media after 13.8 h. This effect is likely due to the lack of metal ion starvation–induced gene expression of ykgMO in complex media compared to minimal media conditions.

The intergenic region upstream of genes can contain a variety of functional and regulatory elements, including binding sites for transcription factors (26–28). In addition, the zinc-specific regulator, Zur, has been shown to bind to sites in the intergenic region upstream of known promoter sites of other zinc-responsive ribosomal proteins, like L31/L36 encoded by the ykgMO promoter (29). Thus, to improve the stability and reduce background expression levels of the ykgMO promoter, the entire intergenic region upstream of the *ykgMO* gene was identified and coupled with sfGFP to produce a new strain of calprotectin sensing EcN (ykgMO-IGS EcN). This new strain exhibited a 68% reduction in background sfGFP expression level when untreated in minimal media, while maintaining similar induction when treated with calprotectin (Fig. 2*F* and *SI Appendix*, Fig. S2*C*). Sensitivity to calprotectin in complex media for ykgMO-IGS-EcN was comparable to calprotectin-treated ykgMO-ECN (Fig. 2*G*). Growth conditions were similar for all groups in these experiments (*SI Appendix*, Fig. S2*D*). Changes in fluorescence can be detected as early as 1 h posttreatment of calprotectin in ykgMO-IGS EcN compared to untreated (Fig. 2*H*). We also performed a dose–response curve using ykgMO-IGS-EcN strain with varying doses of calprotectin. We found that the lower limit of detection was 25 µg/g of calprotectin and maximum sfGFP signal increased with higher doses of calprotectin (*SI Appendix*, Fig. S2*E*). Taken together, our results show that ykgMO-IGS-EcN is a viable candidate for in vivo sensing of calprotectin.

### Calprotectin-Sensing EcN Can Reliably Detect Gut Mucosal Inflammation In Vivo.

To test whether our calprotectin sensor detects gut inflammation in vivo, the ykgMO-IGS promoter was coupled with luxCDABE cassette and transformed to EcN to generate a new inducible bioluminescent calprotectin-sensing EcN (CS EcN-Lux). This strain of EcN is capable of endogenous production of bacterial luciferin and luciferase to generate a luminescent signal on whole-animal imaging when the ykgMO-IGS promoter is induced (6). CS EcN-Lux demonstrated robust calprotectin-dependent activation of luminescence compared to untreated controls with similar growth patterns (*SI Appendix*, Fig. S3 *A* and *B*). The maximum luminescence of calprotectin-treated CS EcN-Lux was 1,830 fold over untreated controls (*SI Appendix*, Fig. S3*C*). The lower limit of detection of CS EcN-Lux is the same as previous experiments from ykgMO-IGS-EcN strain at 25 µg/g of calprotectin (*SI Appendix*, Fig. S3 *D* and *E*).

To model IBD in mice, we utilized the dextran sulfate solution (DSS)-induced colitis model where mice were given an oral gavage of 3% DSS daily for 7 d (Fig. 3*A*) (30). We chose the DSS-induced colitis model mainly due its ability to rapidly induce colitis phenotype and also extensive evidence demonstrating that DSS treatment resulted in elevation of fecal calprotectin levels (31–33). Starting on day 5, we orally gavaged the control and DSS-treated groups with either 1 × 10^9^ CS EcN-Lux or EcN without sensor daily (Fig. 3*A*). In vivo luminescence imaging was performed using the in vivo imaging system (IVIS) on day 7. Luminescent signals were detected in DSS-treated mice that were gavaged with CS EcN-Lux with signals reaching 1.13 × 10^5^ radiance (photons s^−1^ cm^−2^ sr^−1^) that was significantly increased compared to those measured from mice not treated with DSS and not gavaged CS EcN-Lux (Fig. 3*B* and *SI Appendix*, Fig. S3*F*). The mouse colon collected after 7 d of DSS treatment had altered colonic architecture, goblet cell loss, and immune cell infiltration compared to controls, confirming the presence of gut inflammation (*SI Appendix*, Fig. S3*G*). Serum and stool calprotectin levels were significantly elevated in DSS-treated mice as well (*SI Appendix*, Fig. S3 *H* and *I*), further confirming that luminescent signals are corresponding elevated calprotectin and gut inflammation caused by DSS treatment.

**Fig. 3.**
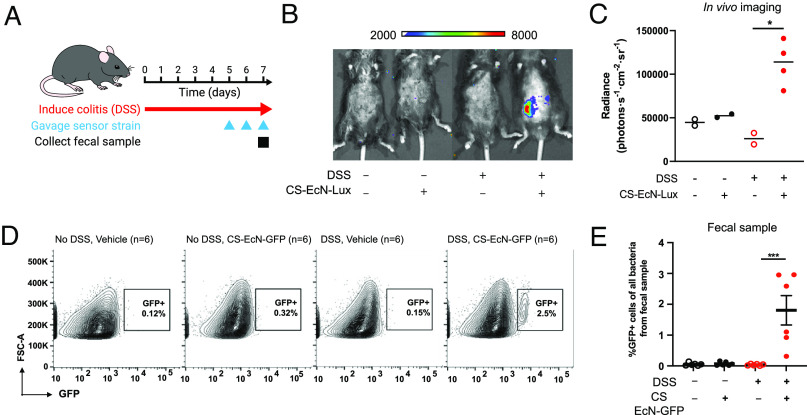
Calprotectin-sensing EcN can reliably detect gut mucosal inflammation in vivo in the DSS-induced colitis mouse model. (*A*) Mice were gavaged daily with 3% DSS for 7 d to induce colitis. CS EcN-Lux or CS EcN-GFP was gavaged daily for 3 d prior to IVIS imaging or fecal sample collection. (*B*) Representative live animal luminescence imaging was performed using IVIS Spectrum Instrument on mice (n = 4) that were gavaged CS EcN-Lux compared to controls that were not treated with DSS or not gavaged CS EcN-Lux (n = 2). (*C*) Luminescence was quantified for live animal imaging of mice gavaged with CS EcN-Lux with colitis induced by DSS (n = 4) and controls (n = 2). (*D*) Representative flow cytometry images quantifying GFP positive cell populations in mice that were treated with DSS and gavaged CS EcN-GFP and controls. Carbenicillin was given 2 d prior to bacterial gavage. (*E*) GFP expression was quantified by flow cytometry from stool of mice gavaged with CS EcN-GFP with colitis induced by DSS (n = 6) and controls (n = 6). **P < 0.01 and ***P < 0.001 for Student’s unpaired *t* test for indicated comparisons. Data are represented as mean ± SEM.

To further demonstrate that our calprotectin sensor is capable of functioning in the complex environment of the mammalian gut, we utilized the previously created ykgMO-IGS-sfGFP reporter strain transformed into EcN, termed CS EcN-GFP, for further in vivo studies. Mice were treated with 3% DSS daily and were gavaged with either 1 × 10^9^ CS EcN-GFP or EcN without sensor at days 5, 6, and 7 of DSS treatment. Stool samples and mouse colons were collected on day 7 (Fig. 3*A*). Although EcN is a known colonizer of the human gastrointestinal tract, it is a poor colonizer of the mouse gut. Past studies have shown that EcN can persist transiently in mice pretreated with antibiotics to reduce local competition (34). Therefore, carbenicillin was given 2 d prior to bacterial gavage to allow CS EcN-GFP to reach high density. Flow cytometry analysis of stool samples of mice treated with DSS and gavaged with CS EcN-GFP revealed the presence of a distinct sfGFP-positive population of bacteria (Fig. 3*D*). Importantly, this sfGFP-positive population was not seen in the absence of DSS or in mice that were not given CS EcN-GFP (Fig. 3 *E* and *F*). Furthermore, DSS-treated mice that were fed CS EcN-GFP had ~26-fold increase in this sfGFP-positive bacterial population in stool seen on flow cytometry compared to non-DSS-treated mice that were also fed CS EcN-GFP (*SI Appendix*, Fig. S3*J*). This demonstrates that CS EcN-GFP is highly specific for calprotectin even in a highly heterogeneous environment such as the mouse colon. Thus, both sensor strains are activated in response to gut inflammation in the mouse colon, and this signal can be detected in stool samples.

### Calprotectin-Sensing EcN Can Differentiate Stool Samples from Patients with Active IBD and Those in Remission.

To evaluate whether our CS EcN-GFP can identify patients with active IBD, we collected fecal samples from patients undergoing stool studies either at the emergency department, in the hospital, and in outpatient clinic settings (Fig. 4*A*). Stool specimens were collected from 17 patients that consisted of 11 patients with a history of IBD and 6 with no history of IBD (Table 1). Of those 11 patients with IBD, four had a history of Crohn’s disease, and seven had a history of ulcerative colitis; fecal calprotectin levels were ordered for these patients for the indication of disease surveillance, therapeutic drug monitoring, or suspicion of acute IBD flare. For IBD medications, patients in the active IBD and IBD in remission groups were on a mix of therapy ranging from oral 5-aminosalicyclic acid to intravenous biologics. Of note, many of the patients also were taking oral multivitamin at the time of stool sample collection which includes 5 to 10 mg of zinc supplementation. Clinical laboratory–quantified calprotectin levels obtained retrospectively from electronic medical records showed that six patients had active IBD with calprotectin ranging from 325 to 2610 µg/g (Table 1), while those with inactive disease had calprotectin levels ranging from 11 to 81 µg/g. Of the patients with no IBD history, fecal calprotectin levels were evaluated for indications of diarrhea, rectal bleeding, or abdominal pain, with laboratory results of calprotectin levels being <50 µg/g for all specimens. This small cohort will therefore allow us to gather proof-of-principle data for using CS EcN-GFP to discriminate stool samples from patients with active IBD, IBD in remission, and healthy controls.

**Fig. 4.**
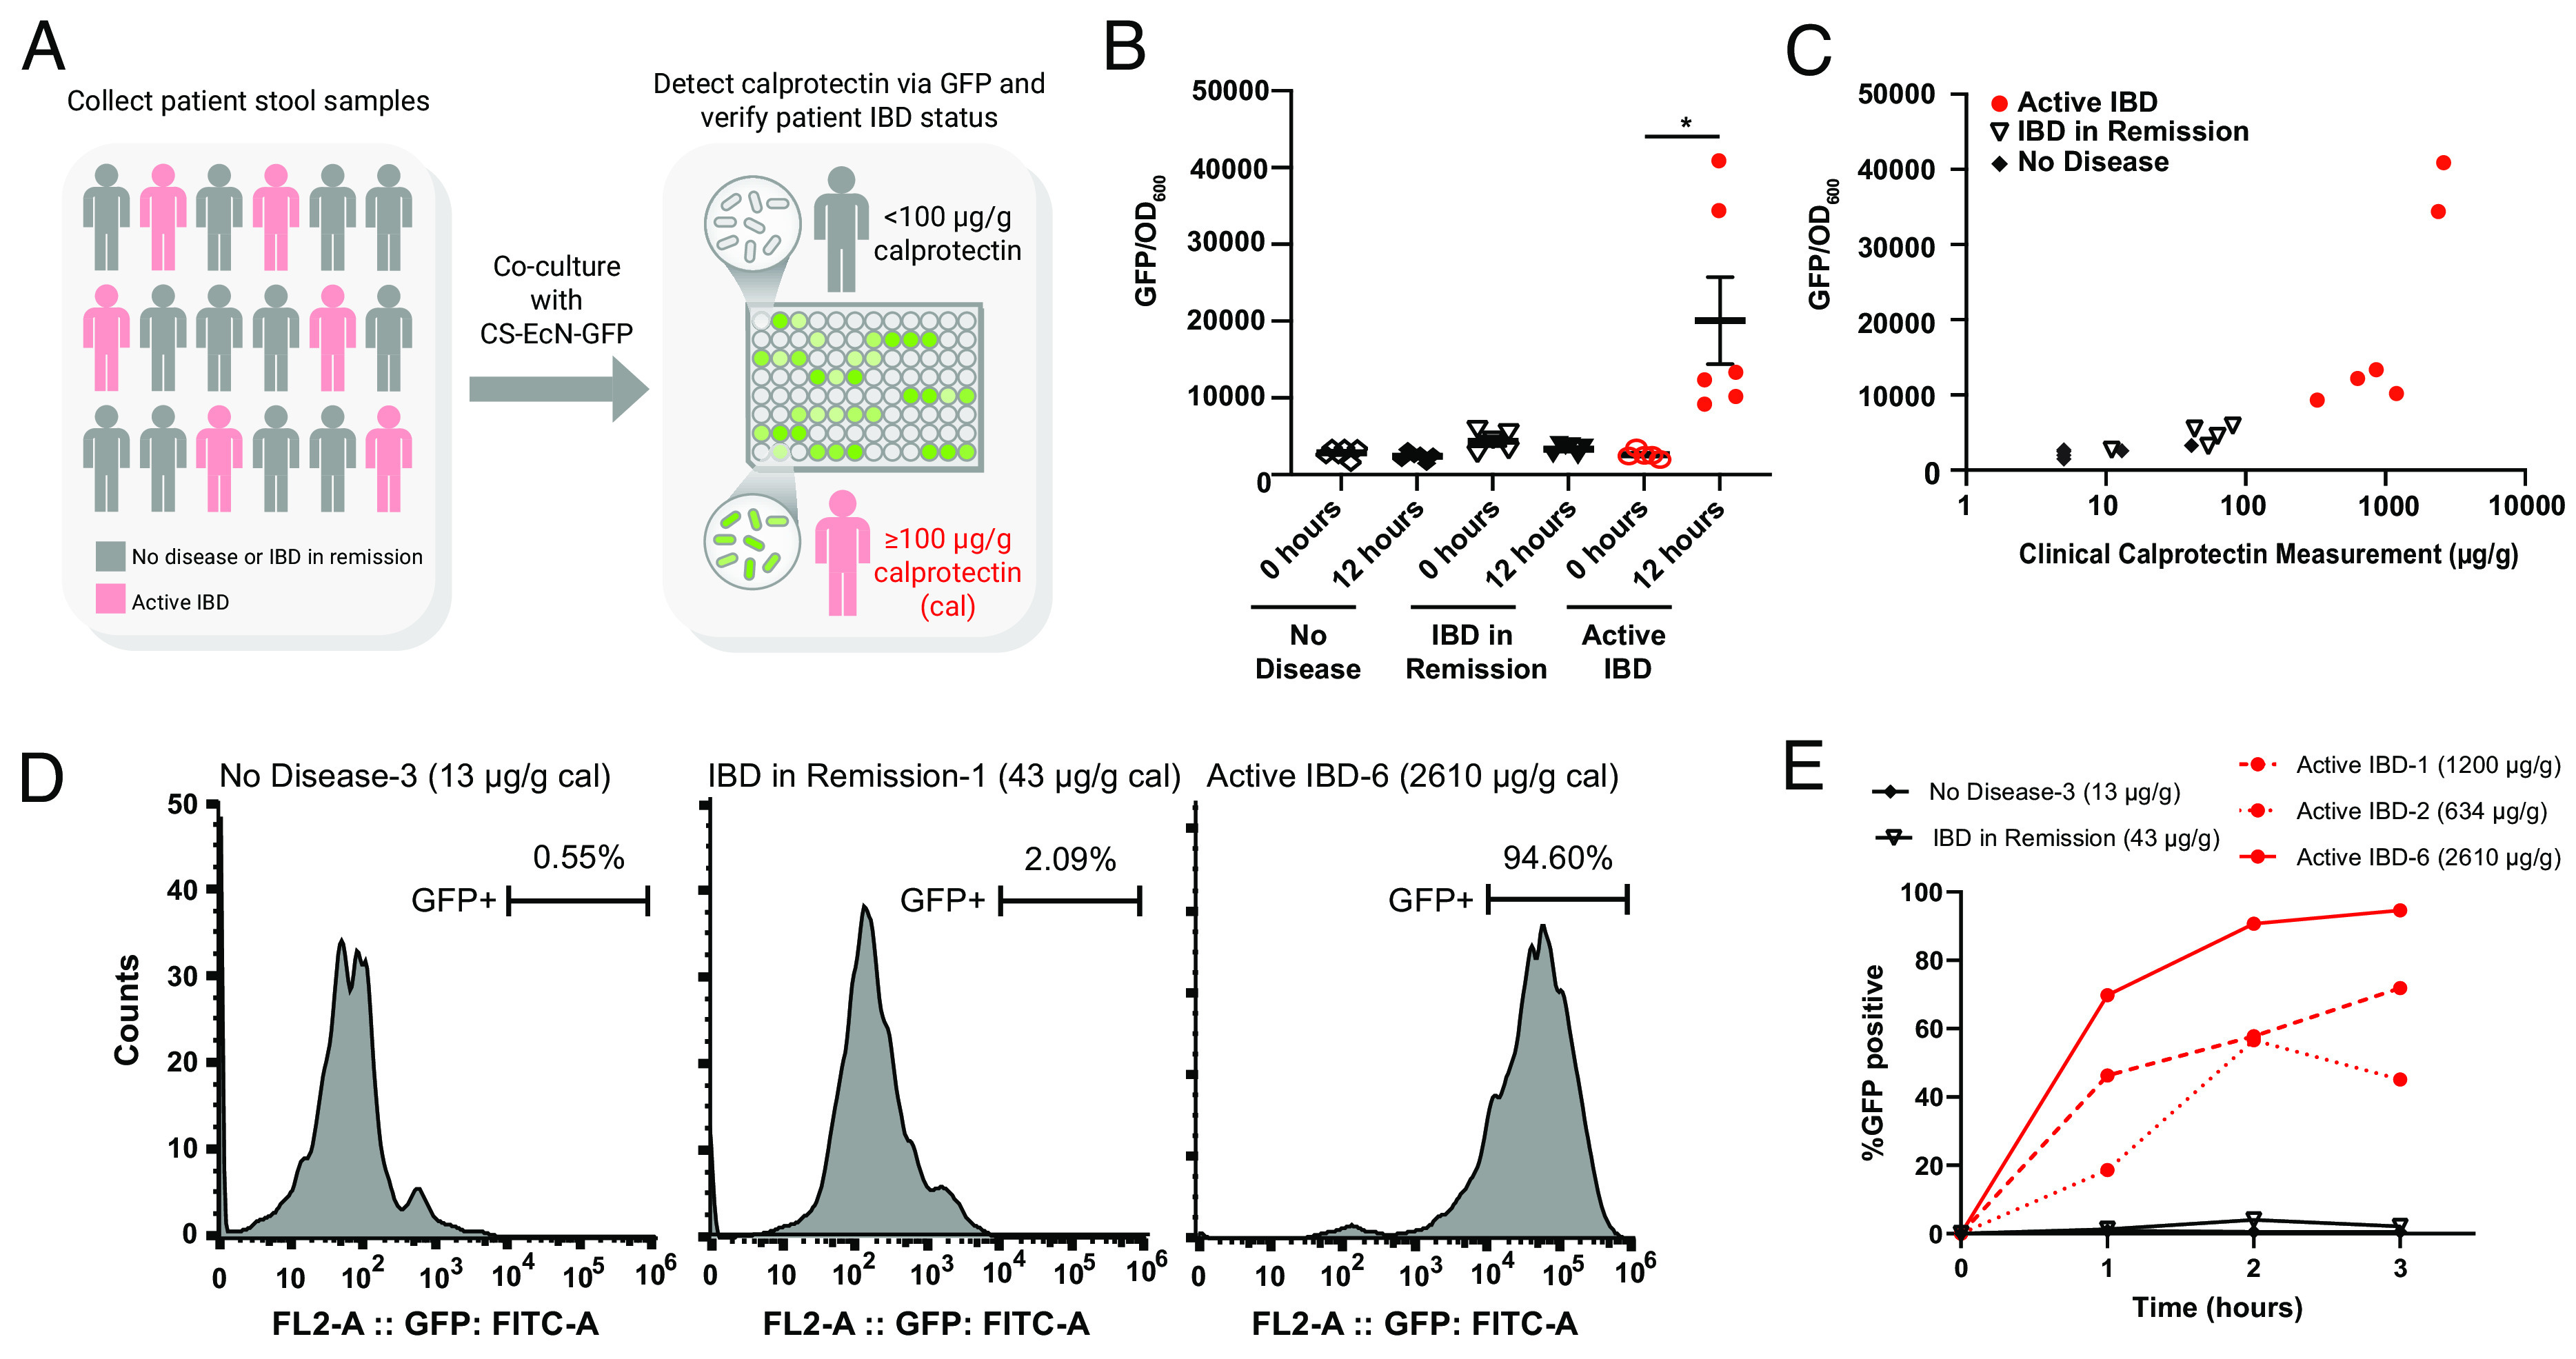
Calprotectin-sensing EcN can differentiate stool samples from patients with active IBD and those in remission. (*A*) Stool samples were collected from patients with active IBD (n = 6), IBD in remission (n = 5), and no IBD (n = 6). CS EcN-GFP was cocultured with stool samples and GFP was quantified using the TECAN infinite plate reader after 12 h. (*B*) GFP/OD_600_ of CS EcN-GFP cocultured with fecal samples of patients with active IBD (n = 6), IBD in remission (n = 5), and no IBD (n = 6). GFP/OD_600_ was quantified by the TECAN infinite plate reader immediately after coculturing and 12 h after coculturing. (*C*) Laboratory-measured calprotectin values obtained from electronic medical records retrospectively of patients with active IBD (n = 6), IBD in remission (n = 5), and no IBD (n = 6) plotted with their respective GFP/OD_600_ intensities. (*D*) Representative flow cytometry images quantifying GFP positive cell populations in CS EcN-GFP that were cocultured with fecal samples of patients with no IBD, IBD in remission, and active IBD after 3 h. (*E*) %GFP-positive cells from flow cytometry time course of CS EcN-GFP after coculturing with patient samples. *P < 0.05 for Student’s unpaired *t* test for indicated comparisons. Data are represented as mean ± SEM.

**Table 1.** Patient demographics

	Sex	Age	Laboratory measured calprotectin	IBD type	IBD medication	Multi-vitamin on medication list
No disease-1	M	54	<5	NA	NA	yes
No disease-2	M	41	41	NA	NA	yes
No disease-3	F	27	13	NA	NA	no
No disease-4	F	30	<5	NA	NA	yes
No disease-5	F	42	<5	NA	NA	yes
No disease-6	F	37	<5	NA	NA	no
IBD in remission-1	M	67	43	Ulcerative pancolitis	Mesalamine	no
IBD in remission-2	F	53	81	Ileocolonic Crohn’s disease	Certolizumab	no
IBD in remission-3	F	46	63	UC with left sided colitis	Vedolizumab	yes
IBD in remission-4	M	23	54	Ileal Crohn’s disease	Ustekinumab	no
IBD in remission-5	M	48	11	Unspecified UC	6-MP, Mesalamine	no
Active IBD-1	M	33	1,200	Ulcerative proctitis	Mesalamine	no
Active IBD-2	F	58	634	UC with left sided colitis	Vedolizumab	no
Active IBD-3	F	52	325	Ulcerative proctosigmoiditis	Mesalamine, Infliximab	no
Active IBD-4	F	44	858	Ileocolonic CD	Ustekinumab	yes
Active IBD-5	F	48	2,390	Crohn’s Colitis	Mesalamine	no
Active IBD-6	F	33	2,610	Ulcerative pancolitis	Infliximab	yes

To determine whether CS EcN-GFP is activated in response to stool with elevated levels of calprotectin, we cocultured CS EcN-GFP with stool samples from patients with no IBD, IBD in remission, and active IBD (Fig. 4*A*). Immediately after coculture, sfGFP fluorescence normalized to optical density at 600 mm (OD_600_) was comparable for the samples from patients with no IBD, IBD in remission, and active IBD (Fig. 4*B*). After 12 h of coculturing, CS EcN-GFP cocultured with fecal samples from patients with active IBD had significantly increased sfGFP/OD_600_ ratios compared to those that were cultured with samples from patients without IBD or IBD in remission (Fig. 4*B*). Of the patients with active disease, those with the highest levels of calprotectin also had higher sfGFP/OD_600_ ratios when cocultured with EcN-lux exhibiting an overall positive correlation with fold changes ranging from approximately 5 to 15 when compared to healthy controls (Fig. 4*C*). There was no significant difference between sfGFP/OD_600_ ratios when comparing patients with no IBD history and those with disease in remission (Fig. 4*B*). Flow cytometry of CS EcN-GFP cocultured with fecal samples from patients with active disease confirmed the presence of a distinct sfGFP-positive population of bacteria as early as 1 h of coculturing and saturation of sfGFP-positive populations can be seen with stool sample from patients with higher levels of laboratory-measured calprotectin by 3 h of coculturing (Fig. 4 *D* and *E* and *SI Appendix*, Fig. S4 *A*–*C*). In addition, there was a faster rate of activation of sfGFP-positive populations for stool samples from patients with active IBD that had higher laboratory-measured calprotectin levels (Fig. 4*E* and *SI Appendix*, Fig. S4 *E* and *F* and Table S1). Overall, this validates that CS EcN-GFP can effectively sense elevated calprotectin in human stool samples, and it has the potential to be used as a reliable and efficient method of disease activity surveillance in IBD patients.

## Discussion

We have developed an engineered probiotic that can reliably detect calprotectin, the clinical gold standard biomarker of noninvasive gut inflammation, with sensitivity and specificity for the purpose of disease activity monitoring in IBD. Oral delivery of CS EcN-GFP resulted in the presence of a distinct sfGFP+ bacterial population in stool of mice with DSS-induced colitis. These sfGFP+ bacteria were not present in mice that were either not treated with DSS or not given an oral gavage of CS EcN-GFP, suggesting that the activation of our sensor is specific to gut inflammation with low basal activity. Furthermore, oral delivery of CS EcN-Lux resulted in a significantly increased luminescence signal in mice treated with DSS that can be seen in live imaging with IVIS. Consistent with our GFP-reporter model, there was minimal leakage of luminescence signal seen in mice not treated with DSS or not gavaged with sensor. Our data from clinical stool samples showed that sensor activation was only present when cocultured with stool from patients with active IBD. Importantly, sfGFP intensity of our sensor can quantitively track with the laboratory-measured levels of fecal calprotectin. Minimal nonspecific sensor activation was observed in this heterogeneous population of IBD patients where diet and medications were not controlled. In addition, many of the patients both with and without IBD were taking daily multivitamin tablets which usually contain 5 to 10 mg of zinc supplementation. Interestingly, this did not appear to affect the readout of our sensor as zinc is absorbed in the small bowel. Overall, our data suggest the feasibility of our engineered calprotectin sensing probiotic as a method of long-term, noninvasive monitoring of disease activity in IBD that would improve early detection of IBD relapses and clinical outcomes by reducing hospitalizations (Fig. 5).

**Fig. 5.**
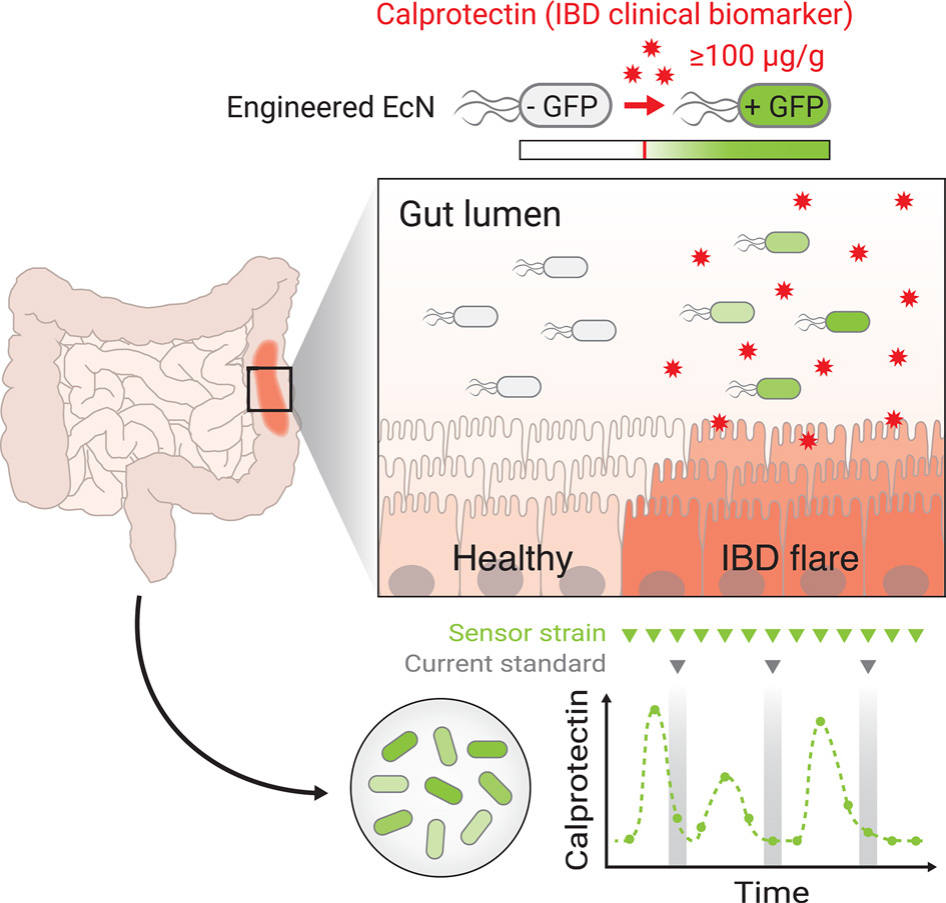
A schematic of calprotectin sensing EcN that can be used as a timely, reliable, and noninvasive method of disease activity monitoring in IBD.

Several gut inflammation whole-cell biosensors have been developed previously to detect nitrous oxide and tetrathionate as surrogate markers of gut inflammation. However, these targets were nonspecific to IBD and have not been rigorously studied in the clinical setting as potential biomarkers for disease activity monitoring in IBD (9–11). Our model is geared to detect the current clinical gold standard of noninvasive disease activity monitoring for IBD, calprotectin, per the most recent clinical guidelines from the American College of Gastroenterology and quantitatively tracks with the clinical laboratory results obtained from Northwestern Memorial Hospital Clinical Pathology Laboratory (35, 36). In addition, the major advantages of our platform compared to conventional enzyme-based ELISA assays of calprotectin include simpler data analysis and on-demand assessment of samples as it avoids the extraction step that is required for all ELISA-based assays. Specialized lab equipment is not required to develop our sensors or run the reactions as it is culture and plate reader based.

The incidence and prevalence of IBD have been increasing at a global level, particularly in developing and newly industrialized nations with historically low rates (14, 37). In addition, accurate detection of relapsing disease is often delayed in these nations due to lack of reliable diagnostic facilities, particularly endoscopy and pathology (38, 39). Our engineered calprotectin probiotic could play a key role in these patient populations as it offers a noninvasive, easy-to-use method of semiquantitative determination of IBD disease activity that requires a simple fluorescent or luminescent readout. Offering accurate disease monitoring will result in appropriate risk stratification of patients and optimization of medical management as we strive to bridge the gap in health care disparity in these patient populations.

## Methods

### RNA Isolation.

EcN single colonies were grown overnight in either M9 or LB media. Cells were then diluted 1:100 into 5 mL of M9 or LB media and grown to log phase. Cell cultures were then either incubated with 100 μg/mL of calprotectin or remained untreated for 30 min. RNA was then isolated using the QIAGEN RNeasy kit (QIAGEN) according to the manufacturer’s instructions.

### RNA-seq.

RNA quality was checked using the Bioanalyzer (Agilent) prior to RNA-seq library preparation. RNAs with an RNA integrity number >8 were used for library preparation, which was constructed from 100 ng of RNA with the Illumina Stranded Total RNA Prep, Ligation with Ribo-Zero Plus kit (Illumina). RNA-seq was then performed on the NovaSeq 6000 sequencer and analyzed as previously described. Reads were aligned to the GCF_003546975.1 assembly of the *E. coli Nissle* 1917 reference genome with STAR (v2.7.5) using the GeneCounts option. Gene counts were obtained from EcN annotations (Refseq) using rsem-calculate-expression (v.1.3.0). Differential expression between treatments and media conditions using DESeq2 (v1.32.0) was analyzed after removal of genes with <10 assigned counts. FDR-adjusted *P*-value cutoff for significance was set to 0.05. Plots were made in R (v4.0.3) using ggplot2 (v3.3.0), pheatmap (v1.0.12). Annotations were converted to gene IDs using EcoCyc (www.ecocyc.org). Pathway and biological function assignments of differentially expressed genes were completed using DAVID bioinformatics tools (https://david.ncifcrf.gov) on all statistically significant differentially expressed genes (*P* < 0.05) in EcN treated with calprotectin and untreated controls in both LB and M9 media.

### DNA Cloning.

Custom promoter sequences were ordered from Integrated DNA Technologies and cloned upstream of sfGFP reporter or luxCDABE cassette in a P15A backbone with chloramphenicol resistance. All plasmid assembly was performed using the Gibson Assembly using the Gibson Assembly Master Mix (NEB). The assembled plasmid was transformed into chemically competent EcN as previously described and plated onto LB agar with appropriate antibiotics (6).

### Calprotectin Induction.

Recombinant human calprotectin was supplied by Walter Chazin of Vanderbilt University. EcN-containing sensor plasmids were grown overnight, diluted 1:100 in either M9 or LB, and then treated with 100 μg/mL of calprotectin. SfGFP fluorescence and OD_600_ were recorded for 12 h in the TECAN infinite plate reader. Luminescence imaging was quantified using a BioTek Synergy Neo2 Multi-Mode Plate Reader.

### Dextran Sodium Sulfate Mouse Experiments.

Colitis was induced in 6- to 8-wk-old male C57BL/6 mice by administration of 3% (W/V) DSS (MW ~ 40,000, Sigma) in drinking water for 7 d. On day 3 of DSS, mice were given an oral gavage of carbenicillin to promote engraftment of the probiotic in the mouse gut. On days 5, 6, and 7 of DSS, mice were given an oral gavage of 1 × 10^9^ CFUs of CS EcN-Lux/CS EcN-GFP or EcN without sensor. Six hours after probiotic sensor gavage on day 7 of DSS, mice were euthanized, and stool from the proximal and distal colon was collected for sfGFP analysis.

### Histology.

Colon tissue of DSS-treated and untreated mice was fixed in 4% paraformaldehyde for 24 h before transfer to 70% ethanol. Paraffin‐embedding, sectioning, and hematoxylin and eosin staining were performed by Northwestern University Research Histology and Phenotyping Laboratory Core.

### Mouse Fecal Sample Preparation.

Mouse stool collected from the colon was homogenized in 1.5 mL of sterile PBS. Samples were then vortexed and filtered through a 5-μm syringe filter (Millipore) to remove solid components and host cells. Filtered samples were incubated for 1 h in 37 Celsius to allow for maturation of fluorophores and then analyzed by flow cytometry.

### Human Stool Sample Collection and Preparation.

0.5 to 1 g of the stool sample was collected from stool samples of patients in the emergency department, outpatient clinic, and inpatient unit where fecal calprotectin was ordered as part of stool studies testing from 2021 to 2022 at Northwestern Memorial Hospital under the Institutional Review Board approved study STU00216870. Samples were collected only when excess stool samples were available after all necessary clinical laboratory testing was completed. No extra samples were requested from patients. All biospecimens were deidentified and labeled with a unique subject code that did not contain any personal identifiers.

For coculturing experiments, we homogenized ~0.1 g of the human stool sample with sterile PBS to make a final concentration of 1 mg/μL. If the stool was liquid, homogenization was not done, and 100 μL of the liquid stool sample was used instead. This mixture was then cocultured with 2 mL of 1:100 diluted CS EcN in the log phase in M9 media for 12 h. A 200 μL aliquot of this mixture was then quantified in the TECAN infinite plate reader for OD600 and sfGFP with excitation/emission wavelength set to 485/530 nm and gain set to 100.

### Calprotectin Quantification.

Measured calprotectin levels for the patient samples were performed by the Northwestern Clinical Pathology Laboratory. During 2021 to 2022 when the samples were collected, calprotectin was a send out lab to Quest Diagnostics and quantification was performed at Quest Nichols Institute in Chantilly, VA. Quest Diagnostics utilizes an FDA-approved chemiluminescence method for calprotectin detection requiring at least 0.3 g of the stool sample that has been in storage at room temperature for less than 6 d. No preservatives were used in storing of samples after collection. Calprotectin levels were obtained retrospectively through electronic medical records.

Mouse Calprotectin levels were quantified using ELISA (Immundiagnostik) from serum and stool collected from mice after 7 d of treatment with 3% DSS.

### Flow Cytometry.

Flow cytometry was performed using a Sony SH800 cytometer using a standard 408 nm laser configuration and a 100-μm sorting chip. Cells were gated on FSC-A and SSC-A to exclude debris followed by FSC-H and FSC-W to isolate single cells. For pure EcN culture experiments, cells were treated with calprotectin for 1 h prior to analysis. For human stool experiments, 1 mL of CS EcN-GFP grown to the log phase was cocultured with human stool samples for 1 to 3 h prior to analysis. Flow cytometry plots were generated with FlowJo (Becton, Dickinson & Company).

### Fluorescence and Luminescence Imaging.

SfGFP fluorescence in all our studies was measured using a TECAN infinite MPLEX plate reader with excitation/emission wavelength set to 485/530 nm and gain set to 100. Luminescence imaging was quantified using a BioTek Synergy Neo2 Multi-Mode Plate Reader with gain set to 135.

### Mouse Experiments.

All mice were maintained on a C57BL/6J background. Wild-type C57BL/6J mice were obtained from Jackson Laboratories. Mice were maintained at room temperature with a 12-h light/dark cycle and free access to water and food. All animal experiments were performed according to procedures approved by the Northwestern University Institutional Animal Care and Use Committee.

### IVIS Imaging.

To image in vivo bacterial luminescence, mice were shaved and anesthetized with isoflurane and imaged using IVIS Spectrum Instrument (Perkin Elmer). The bacteria LuxCDABE cassette produced a luminescent signal without provision of an exogenous substrate. Quantification of luminescence was done using the Living Image Analysis Software (Perkin Elmer).

### Statistical Analyses.

Statistical tests were calculated in either Microsoft Excel (Student’s *t* test) or GraphPad Prism 9.0 (ANOVA, Student’s *t* test). Differences between the two groups over time were determined by a two-way repeated measures ANOVA. For comparisons between two independent groups, a Student’s *t* test was used. Significance was accepted at *P* < 0.05. The details of the statistical tests carried out are indicated in respective figure legends.

## Supplementary Material

Appendix 01 (PDF) Click here for additional data file.

Dataset S01 (PDF) Click here for additional data file.

## Data Availability

RNA-seq raw data have been deposited in GEO repository (GSE211418) (40). All other data are included in the article and/or SI Appendix.

# Supplementary material for: Engineered calprotectin-sensing probiotics for IBD surveillance in humans
**Source:** Proc Natl Acad Sci U S A. 2023 Jul 31;120(32):e2221121120. doi: 10.1073/pnas.2221121120
**Supplement:** Supplementary file 2 — Dataset S01

Supplemental Table 1: Statistically Differentially Expressed Genes M9

FIGfam014588: Predicted regulator of CFA/I fimbriae  
regulator of length of O-antigen component of lipopolysaccharide chains  
Long-chain fatty acid transport protein  
Transcriptional regulator  
AMP nucleosidase  
N-ethylmaleimide reductase  
FIG143263: Glycosyl transferase / Lysophospholipid acyltransferase  
Cell division protein DivIC (FtsB)%2C stabilizes FtsL against RasP cleavage  
FIG00613574: hypothetical protein  
hypothetical tRNA/rRNA methyltransferase yfiF  
Putative cytoplasmic protein  
Ribosomal small subunit pseudouridine synthase A  
Nitrate/nitrite sensor protein  
MFS family multidrug transport protein%2C tetracycline resistance protein  
LysR family transcriptional regulator YnfL  
Peptide transport periplasmic protein SapA  
Putative efflux (PET) family inner membrane protein YccS  
ATP-dependent DNA helicase Rep  
Formyltetrahydrofolate deformylase  
Putative transport protein  
Uncharacterized ABC transporter%2C ATP-binding protein YrbF  
Inner membrane protein yciS  
Similarity with glutathionylperoxidase synthase  
Formate dehydrogenase O alpha subunit  
FIG065221: Holliday junction DNA helicase  
Cell division protein FtsK  
BigB  
Ribonuclease I precursor  
AmpG permease  
3-dehydroquinate synthase  
Sulfur carrier protein adenyltransferase ThiF  
Chromosome partition protein MukF  
Putative membrane protein  
tRNA pseudouridine synthase B  
Ethanolamine ammonia-lyase heavy chain  
hypothetical protein  
Multidrug-efflux transporter%2C major facilitator superfamily (MFS) (TC 2.A.1)  
Acyl carrier protein (ACP2)  
L-threonine transporter%2C anaerobically inducible  
DNA-cytosine methyltransferase  
Evolved beta-D-galactosidase transcriptional repressor  
2-ketobutyrate formate-lyase  
Flavoprotein MioC  
Nitrite-sensitive transcriptional repressor NsrR  
Heat shock (predicted periplasmic) protein YciM%2C precursor  
Cystine ABC transporter%2C ATP-binding protein  
FIG000906: Predicted Permease  
Qercetin 2%2C3-dioxygenase  
Mobile element protein  
Formate dehydrogenase O beta subunit  
Thymidylate kinase  
Putative Diguanylate cyclase/phosphodiesterase domain 1  
NADH-ubiquinone oxidoreductase chain K  
putative integrase  
Oligopeptide transport ATP-binding protein OppF (TC 3.A.1.5.1)  
Cellulose synthase operon protein C  
tRNA (uracil(54)-C5)-methyltransferase  
Protein-export membrane protein SecD (TC 3.A.5.1.1)  
CDP-diacylglycerol--serine O-phosphatidyltransferase  
NAD-dependent malic enzyme  
Hypothetical transcriptional regulator yeeY  
Multidrug transporter MdtC  
1-acyl-sn-glycerol-3-phosphate acyltransferase  
YciO family  
GlpG protein (membrane protein of glp regulon)  
Cell division protein ZipA  
UPF0313 protein ygiQ  
Autolysis histidine kinase LytS  
N-acetylmuramoyl-L-alanine amidase  
23S rRNA (guanosine-2'-O)-methyltransferase rlmB  
Universal stress protein E  
YcfL protein: an outer membrane lipoprotein that is part of a salvage cluster  
MotA/TolQ/ExbB proton channel family protein  
Septum site-determining protein MinC  
Gluconate utilization system Gnt-I transcriptional repressor  
Guanylate kinase  
Transcription antitermination protein NusG  
ATP-dependent Clp protease ATP-binding subunit ClpX  
hypothetical protein  
Outer membrane lipoprotein carrier protein LolA  
D-serine/D-alanine/glycine transporter  
FIG021952: putative membrane protein  
Galactose operon repressor%2C GalR-LacI family of transcriptional regulators  
Glutathione-regulated potassium-efflux system ATP-binding protein  
Ribosome small subunit-stimulated GTPase EngC  
FIG00641337: hypothetical protein  
Proline-specific permease proY  
Ribosomal-protein-S5p-alanine acetyltransferase  
RND efflux system%2C inner membrane transporter CmeB  
YpfJ protein%2C zinc metalloprotease superfamily  
HTH-type transcriptional regulator hdfR  
Ribosomal protein L11 methyltransferase  
Dihydroneopterin triphosphate epimerase  
Undecaprenyl-diphosphatase  
SeqA protein%2C negative modulator of initiation of replication  
FIG00639052: hypothetical protein  
LptA%2C protein essential for LPS transport across the periplasm  
Chorismate mutase I  
tRNA-(6)A37 methylthiotransferase  
RNA polymerase sigma-54 factor RpoN  
Glucose-1-phosphatase  
formate dehydrogenase formation protein FdhE  
putative collagenase  
Outer membrane protein A precursor  
Putative ATPase component of ABC transporter with duplicated ATPase domain  
Putative ABC iron siderophore transporter%2C fused permease and ATPase domains  
Aerobic respiration control protein arcA

966.174041 0.3050097 0.12685361 2.40442268 0.035961  
2419.57747 0.30486188 0.11489528 2.65338899 0.01922508  
537.032151 0.30458538 0.09525954 3.19742655 0.00403692  
1528.83225 0.30451536 0.11533235 2.64032911 0.01989075  
7567.67671 0.30359718 0.11253328 2.69784343 0.0171254  
2137.5375 0.30223868 0.10342863 2.92219539 0.00916727  
4049.67301 0.30187614 0.1242491 2.42960428 0.03393952  
321.924739 0.3009649 0.12940801 2.32570537 0.04322031  
3211.52402 0.3009022 0.10463384 2.87576369 0.01045414  
3394.17217 0.29988975 0.11669634 2.56982988 0.0238303  
560.873977 0.29867571 0.11826563 2.52546497 0.0267308  
1049.17097 0.29859594 0.11570917 2.58057285 0.02319331  
1806.25531 0.29844189 0.09572667 3.11764613 0.00516448  
964.278441 0.29749426 0.12014679 2.47608994 0.03024154  
295.435463 0.29509259 0.12987413 2.272143 0.04878527  
1856.39561 0.29384621 0.09682511 3.03481398 0.00663618  
892.484216 0.29295896 0.11044032 2.65264504 0.01925466  
805.545419 0.29280865 0.11856685 2.46956588 0.03076904  
3613.67355 0.29216863 0.07748385 3.77070344 0.00057819  
397.686897 0.29135514 0.12165555 2.39491866 0.03675159  
2101.90153 0.29094412 0.10801204 2.6936267 0.01731667  
938.140055 0.29046728 0.08616179 3.37118424 0.00230831  
368.62656 0.28832231 0.10791502 2.67175332 0.01833502  
13603.8677 0.28666828 0.09292727 3.08486712 0.00571094  
5665.86871 0.28634672 0.09283977 3.08431106 0.00571675  
24451.7864 0.28572242 0.08466003 3.37493886 0.00227854  
3206.54267 0.28532567 0.08634399 3.3045225 0.00287161  
1786.83484 0.28378733 0.09370459 3.02853172 0.00675157  
32836.929 0.28377309 0.10778306 2.63281727 0.02026407  
6251.85124 0.27995273 0.07714499 3.62891646 0.00096179  
33219.022 0.27959807 0.10272659 2.72176917 0.01603342  
2585.48073 0.27922308 0.09003158 3.10139044 0.0054371  
8723.76418 0.27893389 0.08811789 3.16546271 0.00446666  
4713.00992 0.27860484 0.09412685 2.95988689 0.00820267  
533.886705 0.27849742 0.12204888 2.28185148 0.04779459  
556.314415 0.27807763 0.09979861 2.78638766 0.01340553  
844.616928 0.27363071 0.11085123 2.46844997 0.03083549  
1078.02124 0.27273337 0.10441472 2.61202031 0.02136639  
591.062102 0.27222451 0.11750891 2.31662873 0.04405575  
627.424804 0.27210191 0.1188445 2.28956263 0.04698327  
582.98649 0.27132547 0.10500501 2.58392883 0.02298027  
862.529361 0.27064599 0.11958511 2.26320821 0.04987048  
1615.33546 0.26866479 0.10338538 2.59867291 0.02211539  
2339.71747 0.26798237 0.11012001 2.43354839 0.03360389  
2468.16918 0.26768666 0.07635586 3.5057774 0.00147427  
1682.55839 0.26667395 0.08350947 3.19333805 0.00408697  
3893.53459 0.26642234 0.08965724 2.97156531 0.00795081  
2073.12715 0.26623128 0.09344585 2.84904338 0.01127492  
1534.05738 0.26599006 0.09465493 2.81010249 0.01256334  
3974.98515 0.26496413 0.10305271 2.5711516 0.02376306  
1506.49509 0.2642448 0.07580595 3.48580555 0.00157376  
2327.41617 0.26408434 0.09133719 2.89131244 0.01001153  
574.803681 0.26383866 0.11602003 2.27407848 0.04858218  
1159.17826 0.26283418 0.09033807 2.90945076 0.00950043  
7495.48699 0.26191065 0.09332588 2.80640971 0.01269463  
19219.7329 0.26188971 0.09380823 2.79175622 0.01322028  
848.62678 0.26053374 0.08984437 2.89983371 0.00975895  
9423.27585 0.26005689 0.08947162 2.90658534 0.00957725  
2466.24956 0.25905713 0.09359287 2.76791533 0.01412941  
16046.4025 0.2584469 0.10476232 2.46698333 0.03093236  
1209.50645 0.25752747 0.08810247 2.92304477 0.00915629  
640.571825 0.25498553 0.09900891 2.57537955 0.0234978  
111.896914 0.25420657 0.09411087 2.70113921 0.0169878  
2406.50512 0.25340799 0.08463074 2.99427819 0.007437  
665.599845 0.25306256 0.09942081 2.54536801 0.0253783  
7817.73979 0.25293941 0.10003744 2.52844736 0.02655671  
1153.89883 0.2519424 0.0999055 2.52180702 0.02695763  
668.825893 0.25142129 0.10059674 2.49929851 0.02849579  
5040.35228 0.25138355 0.06782473 3.7063701 0.00072979  
4999.81924 0.25106673 0.09294446 2.70125534 0.0169878  
25370.2603 0.25088383 0.10529085 2.38276946 0.03779291  
3246.88472 0.24931245 0.10493058 2.37597515 0.0384155  
2406.52675 0.24852341 0.08002036 3.1057522 0.00536132  
2675.24405 0.24761645 0.08354348 2.96392301 0.00812331  
1030.04325 0.2457125 0.07864975 3.12413586 0.00506101  
3474.23992 0.24561212 0.07940937 3.09298673 0.00557349  
5942.19801 0.24336431 0.09227719 2.63731826 0.02003766  
42568.2943 0.24157378 0.06585087 3.66849788 0.00083825  
12315.0211 0.23985925 0.09583354 2.50287738 0.028228  
5995.13618 0.23486557 0.10235418 2.29463592 0.04640134  
5810.42671 0.23456065 0.08255533 2.8412538 0.01152275  
4553.38993 0.23436916 0.08383072 2.79574303 0.01307922  
1666.88374 0.23231814 0.09667714 2.40303076 0.03606433  
1764.92074 0.23218247 0.09147684 2.53815561 0.02586924  
2368.90925 0.23105138 0.08682551 2.66110013 0.01881908  
7032.73013 0.22988496 0.09751014 2.35754932 0.04008822  
1811.31676 0.22630644 0.08267212 2.73739744 0.01537946  
3241.43576 0.22569111 0.09957551 2.26653235 0.04948387  
830.411561 0.22544292 0.09418966 2.39349958 0.03685962  
989.940988 0.2244617 0.09345442 2.40183068 0.03613455  
3815.67618 0.22427818 0.09764603 2.29684898 0.04617291  
781.787184 0.22198229 0.08942972 2.48219822 0.02975667  
780.680763 0.2216539 0.09167777 2.41774977 0.0349273  
807.537962 0.22163169 0.09158448 2.41996997 0.03478616  
2691.4834 0.21949084 0.08573386 2.5601418 0.02444454  
6373.97238 0.21906322 0.07391813 2.96359257 0.00812745  
4123.19675 0.21517032 0.09267975 2.32165412 0.0436294  
1480.17433 0.21491778 0.09356278 2.2970435 0.04617005  
2720.46546 0.21477716 0.08498374 2.52727345 0.02661957  
8586.78544 0.21375728 0.06437921 3.32028423 0.00273068  
4037.07619 0.2131369 0.0738473 2.88618426 0.01016432  
1985.70709 0.21151828 0.07733574 2.73506497 0.01548074  
747.98415 0.21079453 0.09084801 2.32029878 0.04374716  
542418.306 0.21052034 0.07111209 2.96040153 0.0081936  
3207.78432 0.21010946 0.08949261 2.34778566 0.04107897  
45911.7726 0.20953662 0.09047834 2.31587593 0.04412391  
24672.6566 0.20774925 0.08892643 2.33619232 0.04221972

DinG family ATP-dependent helicase YoaA  
2-acylglycerophosphoethanolamine acyltransferase  
RNA methyltransferase%2C TrmH family%2C group 1  
Polyribonucleotide nucleotidyltransferase  
Cytochrome c-type biogenesis protein DsbD%2Cprotein-disulfide reductase  
Methionyl-tRNA formyltransferase  
Ribosome-binding factor A  
ATP-dependent RNA helicase RhlB  
23S rRNA (guanine-N-2-)-methyltransferase rmlL  
Transcriptional repressor protein TyrR  
TidD protein%2C part of TidE/TidD proteolytic complex  
Histidyl-tRNA synthetase  
GTP-binding and nucleic acid-binding protein YchF  
YcFP protein: probably an esterase that is part of a salvage cluster  
Nucleoside-diphosphate-sugar epimerases  
DNA gyrase subunit A  
Enoyl-[acyl-carrier-protein] reductase [NADH]  
Porphobilinogen deaminase  
Cysteinyl-tRNA synthetase  
DNA polymerase I  
Copper homeostasis protein CutF precursor / Lipoprotein NlpE involved in surface adhesion  
N6-hydroxylysine O-acetyltransferase  
LSU ribosomal protein L15p (L27Ae)  
DNA gyrase subunit B  
Mir7403 protein  
Ribulose-phosphate 3-epimerase  
Mobile element protein  
HIPA PROTEIN  
Acriflavine resistance protein A (AcrA)  
Putative oligonucleotide cyclase/dehydratase or lipid transport protein YjfG  
3'-2'5'-cyclic-nucleotide phosphodiesterase  
Leucyl/phenylalanyl-tRNA--protein transferase  
Chaperone-modulator protein CbpM  
Thymidylate synthase  
2-ketoaldonate reductase%2C broad specificity  
Cyclopropane-fatty-acyl-phospholipid synthase  
Magnesium and cobalt efflux protein CorC  
Diaminohydroxyphosphoribosylaminopyrimidine deaminase  
Octanoate-[acyl-carrier-protein]-protein-N-octano yltransferase  
MotA/TolQ/ExbB proton channel family protein  
RNA efflux system%2C inner membrane transporter CmeB  
Molybdopterin biosynthesis protein MoeA  
GTPase and tRNA-U34 5-formylation enzyme TrmE  
Methylenetetrahydrofolate dehydrogenase (NADP+)  
Putative uncharacterized protein STY3991  
Spermidine N1-acetyltransferase  
S-ribosylhomocysteine lyase  
Two-component response regulator CreB  
Putative deoxyribonuclease YjiV  
Positive regulator of CheA protein activity (CheW)  
Protein-L-isopartate O-methyltransferase  
Transcriptional regulator NanR  
Glucose-1-phosphate thymidyltransferase  
LSU ribosomal protein L30p (L7e)  
Cell division protein Mrz2  
Naphthoate synthase  
Survival protein SurA precursor (Peptidyl-prolyl cis-trans isomerase SurA)  
Glutathione peroxidase  
DnaJ-class molecular chaperone CbpA  
Galactitol utilization operon repressor  
7-alpha-hydroxysteroid dehydrogenase  
Conserved uncharacterized protein CreA  
Mobile element protein  
iron-chelator utilization protein  
Aspartate 1-decarboxylase  
DnaJ-like protein DjlA  
Probable lipoprotein nlpC precursor  
ClpXP protease specificity-enhancing factor / Stringent starvation protein B  
Exodeoxyribonuclease III  
tolB protein precursor%2C periplasmic protein involved in the tonb-independent uptake of group A colicins  
D-alanine-D-alanine ligase A  
2%2C3%2C4%2C5-tetrahydropyridine-2%2C6-dicarboxylate N-succinyltransferase  
[Protein-Pil] uridylyltransferase  
Phosphoglycolate phosphatase  
Signal recognition particle%2C subunit Ffh SRP54 (TC 3.A.5.1.1)  
3-demethylubiquinol 3-O-methyltransferase  
Queuosine Biosynthesis QueC ATPase  
4-keto-6-deoxy-N-Acetyl-D-hexosaminyl-(Lipid carrier) aminotransferase  
Stringent starvation protein A  
Probable UDP-N-acetyl-D-mannosaminuronic acid transferase  
Fe-S protein%2C homolog of lactate dehydrogenase S01521  
FIG000859: hypothetical protein YebC  
LSU ribosomal protein L5p (L11e)  
CDP-diacylglycerol-glycerol-3-phosphate 3-phosphatidyltransferase  
Galactose-1-phosphate uridylyltransferase  
DNA mismatch repair endonuclease MutH  
Topoisomerase IV subunit A  
SSU ribosomal protein S9p (S16e)  
rRNA small subunit methyltransferase H  
Gamma-glutamyl phosphate reductase  
SgrR%2C sugar-phosphate stress%2C transcriptional activator of SgrS small RNA  
Soluble lytic murein transglycosylase precursor  
Methionine ABC transporter permease protein  
Putative phosphatase  
Erythronate-4-phosphate dehydrogenase  
Cof protein%2C HD superfamily hydrolase  
Outer Membrane Siderophore Receptor Iron  
DJ-1/YajL/PfpI superfamily%2C includes chaperone protein YajL (former ThiJ)%2C parkinsonism-associated protein DJ-1%2C peptidases PfpI%2C Hsp31  
Ferric enterobactin transport ATP-binding protein FepC (TC 3.A.1.14.2)  
UDP-N-acetylglucosamine 4-epimerase) / UDP-glucose 4-epimerase  
FIG0644695: hypothetical protein  
Multidrug resistance protein B  
Outer membrane protein NlpB%2C lipoprotein component of the protein assembly complex (forms a complex with YaeT%2C YfiO%2C and YfgL)%3B Lipoprotein-34 precursor  
Predicted endonuclease distantly related to archaeal Holliday junction resolvase  
Ferrodoxin--NADP(+) reductase  
UDP-N-acetylmuramate--alanine ligase  
5-methyltetrahydrofolate--homocysteine methyltransferase

911.886575 0.20497777 0.0880771 2.32725389 0.04306193  
1043.16197 0.20431399 0.08886486 2.29915391 0.04595505  
793.781465 0.20386478 0.0870399 2.34219906 0.04167995  
37196.0977 0.20254467 0.07353964 2.75422441 0.01469543  
1705.44301 0.19451929 0.08345894 2.33071842 0.0427829  
3258.28392 0.19004075 0.07104445 2.67495565 0.01817948  
2314.61026 0.18803118 0.07500396 2.50695015 0.02796753  
7134.78451 0.18790019 0.07908619 2.37589129 0.0384155  
3061.19362 0.1715518 0.0725732 2.36384506 0.03946801  
6634.33207 0.16691769 0.06974584 2.39322799 0.03686697  
5085.49596 0.16213501 0.06334857 2.55941091 0.02448103  
5078.13556 -0.1582266 0.06989943 -2.263632 0.04983762  
4228.3023 -0.1588549 0.06500386 -2.443776 0.03275963  
3270.19983 -0.1824076 0.0782891 -2.3299231 0.0428542  
5739.8808 -0.1857535 0.08165816 -2.2747694 0.04851607  
9762.39172 -0.1951661 0.08552232 -2.2820492 0.04779125  
8223.17278 -0.1978668 0.08305672 -2.3823092 0.0378226  
4979.30137 -0.2000888 0.08706178 -2.2982397 0.0460453  
3208.4783 -0.2011541 0.07130917 -2.8208732 0.01219496  
12931.4197 -0.2022139 0.08427621 -2.3994184 0.03635396  
1775.24029 -0.2040969 0.08970247 -2.2752648 0.04847485  
41772.8951 -0.2059647 0.08935738 -2.3049546 0.04531724  
27370.024 -0.2106675 0.08105638 -2.5990244 0.0221038  
11482.8754 -0.2115486 0.07592106 -2.7864288 0.01340553  
2939.54062 -0.214142 0.09368696 -2.285718 0.04743943  
3086.16658 -0.2162756 0.08345118 -2.591642 0.02249382  
2107.98704 -0.2176853 0.0764149 -2.8487279 0.01127998  
1489.08532 -0.2192966 0.09633129 -2.2764839 0.04836359  
13550.8262 -0.2235847 0.07928509 -2.8200099 0.01222124  
752.116063 -0.2236995 0.08860664 -2.5246363 0.02676773  
3820.27325 -0.22431 0.08756052 -2.5617713 0.02436626  
1048.35614 -0.2244177 0.08763286 -2.5608848 0.02441644  
4088.38849 -0.2254405 0.09386292 -2.4018052 0.03613455  
2042.9388 -0.2268282 0.09427086 -2.4061322 0.03581163  
2413.35145 -0.2279321 0.09982916 -2.2832212 0.0477087  
27305.4481 -0.227933 0.08498964 -2.6818913 0.01788964  
9406.67178 -0.2340384 0.1000488 -2.339242 0.04197278  
7432.10478 -0.234299 0.07741777 -3.0264236 0.00678701  
729.795002 -0.2346663 0.08604753 -2.7271703 0.01582286  
11343.4539 -0.2351049 0.08399115 -2.7991627 0.01296226  
35026.8191 -0.2366077 0.09040924 -2.6170744 0.02107375  
4230.90846 -0.2379416 0.09116554 -2.6099955 0.02146688  
2425.86016 -0.2393377 0.10159312 -2.3558452 0.04025405  
5573.07315 -0.2395833 0.07552618 -3.1721889 0.00437515  
1186.6334 -0.2424863 0.08505124 -2.8510615 0.0112097  
4039.7468 -0.2425726 0.09770863 -2.4826121 0.02973645  
9054.46835 -0.2447905 0.0869963 -2.8138038 0.01243293  
1798.62026 -0.2454136 0.09165776 -2.6774992 0.01806533  
1349.1717 -0.2457686 0.09451654 -2.600271 0.0220457  
11957.3033 -0.2485844 0.10567834 -2.3522734 0.04062401  
1595.89952 -0.2489084 0.094553 -2.6324751 0.02027423  
1150.74908 -0.2496248 0.08831035 -2.8266771 0.01202142  
2062.11187 -0.2500433 0.09639298 -2.5939986 0.02236249  
5952.56755 -0.2507323 0.09203323 -2.7243667 0.01592447  
4249.31744 -0.2512863 0.09565315 -2.6270577 0.02051689  
2244.78647 -0.2524654 0.09878299 -2.555758 0.02469367  
17584.8682 -0.2532777 0.10348471 -2.4474888 0.03248596  
1057.81588 -0.2549809 0.09520997 -2.6780905 0.01804732  
14510.0637 -0.2563423 0.08785396 -2.9178231 0.00926446  
794.072589 -0.2567867 0.10487126 -2.4485895 0.03240233  
6626.40838 -0.2568606 0.1058306 -2.4270918 0.03415927  
930.370893 -0.2578596 0.09472833 -2.7220957 0.01602595  
3839.06973 -0.2579403 0.08149127 -3.1652509 0.00446719  
3631.49245 -0.2582115 0.09326109 -2.7686948 0.0141106  
5890.3536 -0.2584598 0.08610887 -3.0015465 0.00729559  
964.097778 -0.2586183 0.09485022 -2.7265963 0.01584211  
1573.47709 -0.2593329 0.09490146 -2.732655 0.01558628  
3735.75772 -0.2597342 0.09742897 -2.6658825 0.01860097  
865.51227 -0.2616434 0.10833726 -2.415082 0.03512342  
14959.4279 -0.2617802 0.08676537 -3.017105 0.00698159  
2761.33557 -0.2624834 0.10438275 -2.5146247 0.02743269  
23452.6248 -0.2628011 0.09370922 -2.8044313 0.01276596  
12612.1414 -0.2633829 0.10132331 -2.5994308 0.02208868  
3498.72887 -0.2642468 0.10079707 -2.6215717 0.0208291  
5013.15868 -0.2643335 0.06445016 -4.1013629 0.0001622  
335.406621 -0.2648213 0.11607432 -2.2814808 0.04781965  
1494.03731 -0.2649906 0.09997044 -2.65069 0.01934978  
2336.5619 -0.2659915 0.08495694 -3.1308973 0.00496678  
6512.15034 -0.266125 0.0843803 -3.1538757 0.00463091  
685.297341 -0.267661 0.10850556 -2.4667956 0.03093374  
8838.7238 -0.2700473 0.10904019 -2.4765853 0.03021415  
4030.21506 -0.2701811 0.1095923 -2.4653295 0.03104573  
25334.6466 -0.2703236 0.09610776 -2.8127138 0.01246846  
1894.76795 -0.2708329 0.11738357 -2.3072473 0.04508385  
3945.52913 -0.2713446 0.10017779 -2.7086302 0.01665627  
447.507031 -0.2724359 0.11122306 -2.449455 0.03234001  
2932.73785 -0.2724889 0.08250794 -3.3025774 0.00288867  
14753.7436 -0.2735351 0.11751935 -2.3275745 0.04304478  
10528.0633 -0.2735443 0.08529216 -3.2071446 0.00391746  
10846.4766 -0.2737463 0.08271649 -3.3094526 0.00283129  
1901.82016 -0.274434 0.09343962 -2.9370196 0.00878797  
4989.32919 -0.2747965 0.08008899 -3.4311395 0.00189572  
3359.41903 -0.2749518 0.0883238 -3.1129985 0.00524023  
470.721451 -0.2755844 0.10598037 -2.6003344 0.0220457  
2138.38161 -0.2756851 0.07468262 -3.6914218 0.00077179  
1095.47883 -0.278195 0.09872418 -2.8179016 0.01228195  
113235.538 -0.2782862 0.09959607 -2.7941485 0.01313687  
3316.68397 -0.278623 0.11419568 -2.439873 0.03308416  
4803.80158 -0.2787332 0.09420273 -2.958865 0.00822529  
5067.35277 -0.2794627 0.09915243 -2.8185162 0.01226505  
642.386353 -0.2795002 0.11989822 -2.3311453 0.04275374  
723.707534 -0.2802052 0.11462622 -2.4445123 0.03270843  
12119.2619 -0.28064 0.09389063 -2.9890099 0.00754918  
920.420226 -0.2811945 0.12109674 -2.322065 0.04360158  
3652.99425 -0.2816002 0.12264141 -2.2961264 0.04624015  
15910.9944 -0.2847699 0.10549683 -2.6993217 0.01705835  
8045.49922 -0.284993 0.08467288 -3.3658121 0.00234762

**Supplemental Table 1: Statistically Differentially Expressed Genes LB**

How the deposited data were processed for this re-analysis (not part of the article)

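Total RNA of E. coli Nissle grown in M9 or LB, with calprotectin or untreated, was sequenced in 12 libraries, 3 replicates for each of the 4 groups. The dose is 100 µg/g or 100 µg/mL in the paper and 200 µg/g in the sample labels, for 30 min. The authors aligned the reads to the E. coli Nissle genome with STAR, assigned them to annotated genes with RSEM, and deposited expected counts (expected_counts) for 4935 features, without normalization. These counts include the sharing of reads between similar genes, which cannot be undone from the table, and 11.8% to 35.5% of the values of a library were not whole numbers.

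Counts were rounded to whole numbers. Features with fewer than 10 counts summed over the libraries of a fit were removed, libraries were scaled with TMM factors, and calprotectin-treated and untreated libraries were compared within each medium with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with a Benjamini-Hochberg adjusted p-value threshold of 0.05. The difference between the media was tested as the interaction of medium and treatment over the 12 libraries. The paper used DESeq2, and DESeq2 1.42.0 was run as an alternative. The standard errors given with edgeR's log2 fold changes are the absolute log2 fold change divided by the square root of the test's F statistic. They were not estimated directly and are approximate, above all where counts are low. CPM values are counts scaled to TMM-adjusted library totals, and groups are given as mean and SD. Folds against a group with at most 3 counts in every library were computed against the level of 3 counts. Principal components were computed on log2 CPM of the 500 most variable genes with a prior count of 2. The direction of families of genes was tested with Fisher's exact test and adjusted over 8 tests by the Benjamini-Hochberg method. Other comparisons of 3 against 3 libraries used 2-sided exact permutation tests, which cannot give less than p = 0.1.

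Total counts per library ranged from 9472070 to 68555998, so that 3 counts correspond to between 0.0438 and 0.317 CPM. These floors cover counting error only. The models were tested on simulated data with 200 changed genes, the joint fits for the change in M9 only. Within a simulation, all genes had the same replicate spread. The changes were 2- or 4-fold, as many up as down, in genes expected to hold at least 10 counts in every library. The data hold more changed genes, 2262 in M9, with a median absolute log2 fold change of 0.61. The rates that follow thus apply to the simulated setting only. edgeR recovered 100% of the simulated changes in M9, 97.5% in LB and 93% for the interaction, and 6.10%, 2.01% and 7.46% of its calls were false. DESeq2 recovered 99% in M9, 97% in LB and 91.5% for the interaction, and 9.59%, 5.37% and 8.04% of its calls were false. edgeR with the replicate block recovered 100%, 98% and 94.5%, and 7.41%, 1.51% and 6.44% of its calls were false. With all 12 libraries in a joint fit, edgeR recovered 100% and DESeq2 99% of the genes changed in M9, and 6.10% and 7.48% of their calls were false.

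The table names features by locus identifier only, and the reference annotation at hand, of E. coli K-12 MG1655, has none of these identifiers. Descriptions were taken from the paper's lists of changed genes, which hold 2241 entries for M9 and 1264 for LB, by joining log2 fold changes, standard errors and mean counts to values computed with DESeq2. After removal of the constant shift between the lists' log2 fold changes and those computed, an entry was joined when its log2 fold change differed by at most 0.003 or 0.02 standard errors, whichever was larger, the log2 of its mean by at most 1.5 and the log2 of its standard error by at most 1.0, and when exactly 1 feature and 1 entry met these limits. At a further step, descriptions that stand once in each list were joined to the 1 feature that met the limits in both. This named 875 features, 490 of them from both lists. At the first step, 84 features were joined in both lists and the descriptions matched for 84, and 9 of the 9 non-coding features joined carried the identifier that the list prints. Of the joins at the further step that the first had also made, 254 of 254 were to the same entry. Both steps used the same limits, so this result was fixed in advance and is no check of the names. Several tolerances were tried, and the last was widened from 0.8 after the largest falls in M9 were seen to have no description. With 0.8, 880 features were named, 869 of them in common, and 0 of these had another description. Matches within 0.8 are also within the wider limit, so this agreement is largely built in. Because names came from values, the named genes' log2 fold changes are close to the paper's by construction. ykgO was taken as the L36 protein whose identifier is adjacent to that of ykgM. tonB, zur, fur and rpmJ were not analysed here.

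Named genes were chosen by a rule set before the data were examined. It lists the genes the paper names, the other zinc uptake genes and the zinc-containing counterparts of ykgM and ykgO. It adds, per medium, the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p-value under 0.05, a mean of at least 10 counts, and no overlap between treated and untreated libraries. Alternatives were DESeq2, RLE size factors, no filter on low counts, at least 10 counts in every library, the replicate number as a block, the 12 libraries in a joint fit, thinning to the smallest total, a prior count of 2, minimum folds of 2 and 4, and leaving out each library in turn. Alternatives chosen after seeing the data left out non-coding features, left out the 10 most abundant features, scaled libraries by their totals alone, or fitted all 12 libraries jointly with DESeq2. Enrichment of gene ontology terms and tests of regulons as sets were planned but not run, since descriptions were known only for genes in the paper's lists.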

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

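The tests of low untreated counts, of whole untreated counts, of the untreated level, of scaling by library totals alone, of the choice of genes by the paper's lists, of presence in both of those lists and of the effect of the non-coding features were chosen only after the results were seen. Gene length and GC content were not tested, since no sequences were used here, and neither the paper nor the sample labels give a batch.

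The response to calprotectin differed between M9 and LB for 1354 of 4843 genes (adjusted p-value under 0.05 for the interaction of medium and treatment, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The change was more positive in M9 for 615 and more negative for 739. This balance depends on the scaling, since with library totals alone 81.9% of 2070 genes had the more positive change in M9. Regrouping the libraries within the media, with every same-numbered pair parted, gave as many genes for 2 of 32 splits, the real one included. The other, with 1775 genes, keeps the real groups and exchanges treated and untreated libraries in one medium, so it adds the treatment effects of the media in place of comparing them. The 18 splits that regroup the libraries of both media gave 0 genes, and 35 to 189 genes at an unadjusted p-value under 0.05. The 12 that regroup one medium and keep the treatment groups of the other gave 17 to 1084 genes. Those that keep the groups of M9 gave 518 to 1084, and those that keep the groups of LB gave 17 to 36.

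Among the genes changed in both media, 123 changed in opposite directions. The test of the difference had an adjusted p-value under 0.05 for all 123, which follows largely from choosing genes past the threshold with opposite signs and is no separate evidence. With RLE size factors, 122 were found, but these factors hardly moved the values (median log2 fold change of all genes 0.01 against 0.02 in M9, and -0.01 in LB with both), so this is no test of normalization. Scaling by library totals alone moved these medians to 0.32 in M9 and -0.11 in LB and gave 175. Library size was tested by thinning every library to the smallest total, which gave 108. An unusual library was tested by leaving out each in turn, which gave 45 at the lowest, without calprotectin-treated replicate 1 in LB, and 178 at the highest. Library totals, thinning and leaving out a library did not bring the number near 0, although it depends on the scaling and on the libraries in LB. A response that depends on the medium is a candidate explanation, a hypothesis found and tested on the same data, and gene length and GC content remain untested.

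Of the 20 named genes, 14 had a difference between the media. The log2 fold change of zinT in M9 minus that in LB was -2.91, of ykgM -1.52 and of ykgO -3.35, so these genes changed more in LB, by an amount that is only bounded for ykgO since its untreated LB libraries held at most 3 counts. With a prior count of 2, which damps low counts, the differences of ykgM and ykgO were -1.42 and -2.70. With every untreated LB library at or under 3 counts raised to 3 counts, the log2 ratios of mean CPM still differed by -1.32 for ykgM and -1.81 for ykgO, so low counts affect the size of these differences but do not account for their direction. zinT held 47 to 62 counts in the untreated LB libraries, so its difference of -2.89 with that prior is no test of low counts. After thinning the difference for zinT was -2.98, so library size does not account for it fully. Of the 36 counts of these 3 genes, 11 were not whole numbers, a sign of reads shared between similar genes. These were all among the 18 treated counts, and 0 of the 18 untreated counts were not whole, which does not exclude shared reads, since these counts were low, at most 896, and shared reads can all be assigned to another copy. The untreated level of zinT was higher in M9 than in LB by a log2 ratio of 2.55, while the treated level had a log2 ratio of -0.35. For ykgM these ratios were 1.71 and 0.16, and for ykgO 3.31 and 0.04. A candidate explanation is therefore that the genes reach a similar level with calprotectin and start from a higher level in M9. From the counts alone, the pattern cannot be told apart from shared reads. The paper's reporter assays need no assignment of reads. There the ykgMO promoter had the larger fold in LB, and its untreated signal rose in M9 but not similarly in LB. This matches the pattern for ykgM and ykgO. The zinT reporter went the other way and lost its robust response in LB. These reporters were on plasmids and were treated for longer than the libraries, so they do not settle the question.

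For the other named genes with a difference, the log2 fold change in M9 minus that in LB was 1.27 for the COG0523 metal chaperone (CCQ04534), 0.69 for the cation transport protein (CCQ04532) and -1.09 for the zinc-dependent L31 protein (CCQ05672). It was 2.05 for CCQ07578, 1.48 for CusC and 1.08 for the CzcB-family protein, all lower with calprotectin in both media. These 3 differences are unstable, since the adjusted p-value was above 0.05 in 7, 6 and 9 of the 12 fits that each left out 1 library, and for the CzcB-family protein also with the replicate block (adjusted p = 0.0604, and up to 0.123 over its alternatives). It was -4.52 for aspartate carbamoyltransferase and -3.88 for PyrI, whose changes in LB were not past the threshold, and -2.96 for FlgB. It was -5.18 and -4.89 for the beta and alpha chains of tryptophan synthase, which fell in M9 and rose in LB by 1.04 and 0.76. Many of these genes were named for their large changes in one medium, so a smaller change in the other is partly built in. No explanation was tested for them one by one.

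Of the 13 named genes of sulfate assimilation, 11 rose more in LB than in M9 by the test of the difference. The same number, 11, was found with RLE size factors, which hardly moved the values, 11 with scaling by library totals alone and 11 after thinning. For only 32.1% of the regulon of CysB, the activator of sulfate assimilation, did the gene symbol stand in a description. Genes described by enzyme name alone were not counted, so this share may be too low. The descriptions came from lists that hold changed genes only, so members that did not change would be missing. The regulon as a whole was not tested. Of the other genes in both lists that were higher in both media and differed between them, 11 of 61 (18.0%) rose more in LB, against 10 of 10 genes of sulfate assimilation, so presence in the lists does not by itself give a larger rise in LB. A response that depends on the medium is a candidate explanation for the named genes, a hypothesis found and tested on the same data.

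Of the 37 named genes of flagella and chemotaxis, 27 fell more in M9 than in LB by the test of the difference, and 1 differed the other way. With RLE size factors 27 fell more in M9, but the median difference of the family hardly moved (-2.06 with both), so this is no test of normalization. Scaling by library totals alone moved it to -1.66 and left 24 that fell more in M9 and 2 that differed the other way, and after thinning 26 fell more in M9. These changes of scaling and depth do not account for the pattern fully. The genes were named from lists of changed genes, an effect that was not tested for this family, and no biological explanation was tested beyond the medium itself.

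Non-coding features, which the paper does not discuss, changed as well. In M9, 32 of 76 tested had an adjusted p-value under 0.05, 29 higher and 3 lower with calprotectin, and in LB 17 of 75 did, all 17 lower. Their share of the counts was 6.11 ± 3.29% in untreated LB and 1.44 ± 0.784% in treated LB (SD, n = 3; 2-sided exact permutation test, p = 0.1, the smallest possible). In M9 it was 1.19 ± 0.140% and 1.16 ± 0.516% (SD, n = 3; 2-sided exact permutation test, p = 1). A single feature held 67.5% of the non-coding counts in untreated LB. Leaving all non-coding features out gave 771 changed genes in LB, against 782 with them, so their share does not account for the number of genes changed there. Whether the share reflects the depletion of ribosomal RNA or the treatment was not tested.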

How the results depend on the processing

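Alternatives were set before the data were examined, except those that left out non-coding features or the 10 most abundant features, a DESeq2 fit of all 12 libraries and scaling by library totals alone, which were chosen after seeing the data. For the other choices of test, scaling and filter, with the replicate block, the joint edgeR fit and thinning, the counts stayed within 1.5 times the reported ones. Genes changed in M9 numbered 1903 to 2356, genes changed in LB 752 to 1164, and genes changed in both 507 to 647. Genes with a difference between the media numbered 1211 to 1474, and the share of genes with the larger change in M9 was 56.9% to 59.3%. The DESeq2 fit of all 12 libraries gave 1983 genes in M9, 1296 in LB and 757 in both, and the number in LB was more than 1.5 times the reported one. Scaling by library totals alone gave 2781 genes in M9, 739 in LB and 524 in both. With this scaling 2070 genes had a difference between the media, and the share with the larger change in M9 was 66.2%. In M9 79.4% of the changed genes were then higher, against 50.9% as reported, in LB 41.0% against 57.4%, and the change was more positive in M9 for 81.9% of the genes with a difference, against 45.4%. The majority thus changed direction in LB and for the difference. These values moved together with the median log2 fold change of all genes, which was 0.32 in M9 and -0.11 in LB. The slight majority in M9 also depended on other choices. It held with the replicate block (50.3% higher). It was lost with DESeq2 (48.1%), RLE size factors (48.7%), thinning (49.0%) and the joint edgeR fit (45.5%). The M9 majority was lost as well without calprotectin-treated replicate 1 (49.4%) or replicate 3 (49.7%) in M9. In LB the majority was also lost without untreated replicate 3 (48.3%), and it held in the other fits that left out 1 library. A joint fit raised the number in LB with both tools, from 782 to 1164 with edgeR and from 916 to 1296 with DESeq2. No further cause of the number in LB with DESeq2 was tested.

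Requiring a minimum fold as well reduced the counts by definition. With at least 2-fold, 567 genes changed in M9, 221 in LB and 120 in both, and with at least 4-fold 163, 45 and 22. The first principal component held 60.2% of the variance with DESeq2's variance-stabilized values and 53.4% with all tested genes, for which the second held 21.5%. The cause was not tested.

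Across the fits that each left out 1 library, genes changed in M9 numbered 1825 to 2075, in LB 368 to 921 and in both 289 to 615. Genes with a difference between the media numbered 1102 to 1526, the share with the larger change in M9 was 51.9% to 62.7%, and the first and second components held 53.7% to 61.7% and 22.9% to 29.3%. The cause of the wide range in LB was not tested.

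For the 20 named genes, 985 values were recomputed under the alternatives. Within a medium, 589 kept their direction and side of the threshold, and 2, both for PyrI in LB, passed it only under an alternative. Differences between the media were less stable, with 343 on the same side, 35 no longer past the threshold, 8 newly past it and 8 reversed. The reversed differences had adjusted p-values above 0.05 as reported and where reversed. That of znuB, 0.02 as reported, ranged from -0.14 to 0.18 when 1 library was left out, with -0.02, -0.05, -0.07 and -0.05 among the negative values. That of EBG00000313254, 0.58 as reported, ranged from -0.68 to 1.56, with -0.33 as the other negative value. That of znuA, -0.36 as reported, was 0.035 with scaling by library totals alone, which shifts all differences. It was past the threshold without untreated replicate 1 in M9 (-0.59, adjusted p = 0.0175) and not in the other 11 fits that left out 1 library (adjusted p-values up to 0.628). The cause was not tested for znuB and EBG00000313254. The difference of ykgM ranged from -2.07 to -0.99 and was not past the threshold in 8 of 12 such fits (adjusted p-values up to 0.0955) nor with the replicate block (-1.50, adjusted p = 0.0570) or library totals alone (-1.11, adjusted p = 0.113). That of zinT ranged from -3.05 to -2.75 and was past the threshold in each. That of znuC, -0.48 as reported, was past it with DESeq2 (adjusted p = 0.0430) and with the replicate block (adjusted p = 0.0478). It was also past it without untreated replicate 1 in M9 (adjusted p = 0.0121) or calprotectin-treated replicate 2 in LB (adjusted p = 0.0499). In the other 10 of 12 such fits it was not. That of ykgO ranged from -7.92 to -2.74 and was not past it in 2 of 12. Those of CCQ07578, CusC and the CzcB-family protein ranged from 1.51 to 2.44, 1.18 to 1.78 and 0.87 to 1.42, and were not past it in 7, 6 and 9 of 12, nor was that of the CzcB-family protein with the replicate block (1.08, adjusted p = 0.0604).

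The depth limits the folds in LB, where the untreated libraries held at most 3 counts of ykgO and 11 of ykgM. The planned filter on rRNA and tRNA was not run, since the table does not mark them, and non-coding features were left out instead, which gave 2228 genes in M9, 771 in LB, 539 in both and 1340 with a difference. Leaving out the 10 most abundant features gave 2256 genes in M9 and 769 in LB. Enrichment tests and tests of regulons as sets were not run, since gene names were known only for genes in the paper's lists. The symbols of 66.7% (Zur), 27.9% (Fur) and 32.1% (CysB) of the regulon genes stood in descriptions, with ykgM and ykgO counted as found. Genes described without their symbol were not counted, so these shares may be too low. Genes with under 10 counts in a library, among them ykgM and ykgO in LB, have no value under the filter of at least 10 counts in every library.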

Differences from the paper's values

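In LB, 782 genes had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against the paper's 1265. Of 15 alternatives set before the data were examined, 4 came within 1.5 times the paper's value, namely DESeq2 with 916, the replicate block with 884, the 12 libraries in a joint fit with 1164, and leaving out calprotectin-treated replicate 3 in LB with 921. The other 11 did not. These were RLE size factors, no filter on low counts, at least 10 counts in every library, thinning, both minimum folds, and leaving out each of the other 5 libraries. DESeq2 with all 12 libraries in a joint fit, chosen after seeing the values, gave 1296 genes in LB and 757 in both media, against the paper's 797 shared genes. In M9 the same fit gave 1983 genes, further from the paper's 2241 than the 2264 of DESeq2 fitted to M9 alone. The joint fit is thus nearer to the paper in LB but not in M9, and does not settle how the paper's counts arose.

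For ykgM, the paper's fold is about 2500, and the fold was 323 in M9 and 913 in LB. For ykgO, the paper's fold is about 1000, and the fold was 236 in M9. None of the alternatives set before the data were examined closed these gaps. They gave 300 to 353 for ykgM in M9, 626 to 1345 for ykgM in LB and 213 to 267 for ykgO in M9. In LB, ykgO was at least 819-fold higher. The log2 fold changes that the paper's Dataset S01 lists for these genes do not differ from those computed, a match that the joining of names by value builds in. The paper's listed values are 8.33 for the L31 protein (CCQ06753) and 7.87 for the L36 protein (CCQ06752) in M9, and 9.87 and 11.26 in LB. The corresponding fitted values were 8.34 and 7.88 in M9, and 9.83 and 11.19 in LB, the last against untreated libraries with at most 3 counts, so that only the bound is given as a fold. As folds, the paper's listed values in LB are 933 for the L31 protein and 2455 for the L36 protein. The paper's fold for ykgM is thus near its listed LB value for the L36 protein, and its fold for ykgO near its listed LB value for the L31 protein. In this exchanged order, the fold of 913 for the L31 protein in LB is within 1.5 times the paper's about 1000, and the lower bound of 819 for the L36 protein leaves room for its about 2500.

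The paper attaches the larger of its folds to ykgM, the L31 protein, and the smaller to ykgO, the L36 protein. In LB the fitted log2 fold change was 9.83 for the feature described as the L31 protein (CCQ06753). The feature described as the L36 protein (CCQ06752) ranked above it by a fitted value of 11.19, against at most 3 untreated counts per library. Its lower bound of 9.68 is under 9.83, so the order in LB is not settled. In M9 the order was 8.34 for ykgM and 7.88 for ykgO.

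The paper describes fold changes as appearing more robust in M9. Of the 421 genes changed in the same direction in both media, 243 had the larger change in M9, and by the test of the difference 106 changed more in M9 and 36 more in LB. For zinT, ykgM and ykgO the change was larger in LB, with differences of -2.91, -1.52 and -3.35 on the log2 scale between M9 and LB, of which that of ykgM was not past the threshold with the replicate block. The paper counts ykgM, ykgO, zinT, znuA and tonB as its top genes. Between these, CCQ04533, CCQ04534 and CCQ04532 ranked 3, 4 and 5 in M9, ahead of zinT at 6 and znuA at 9, and 4, 6 and 5 in LB, ahead of znuA at 7. In the volcano plot of Fig. 1F, the point with the label tonB, read by eye, sits near the values of the COG0523 chaperone (CCQ04534), whose log2 fold change in LB was 5.00.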

Other observations

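The tests of why more genes changed in M9 than in LB were chosen only after that result was seen.

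In M9, 1 of the 4 splits of the 6 libraries that part all same-numbered pairs, the real one, gave as many genes with an adjusted p-value under 0.05, and in LB it was also 1 of 4. For genes changed in both media, 1 of 16 pairs of such splits gave as many, and 1 of 16 gave as large a share of genes with the larger change in M9, since no gene was past the threshold in both media for the other pairs. With so few splits these shares can never be under 0.05. The other splits gave 0 genes, in M9 with 25, 59 and 34 genes and in LB with 238, 40 and 58 genes at an unadjusted p-value under 0.05, against 2551 and 1461 for the real groups.

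The number of genes changed in M9 was 2.89 times that in LB. After thinning to the smallest library total the ratio was 2.65, and without the 10 most abundant features 2.93, so neither library size nor a few abundant features accounts for it. The lowest number in M9 was 1.98 times the highest in LB when 1 library was left out. With all 12 libraries in a joint fit, which gives both media the same estimate of the replicate spread, the ratio was 1.63, and 1.53 with DESeq2 fitted in the same way. The larger spread between replicates in LB may therefore account for part of the ratio, but not for all of it.

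Of 32 named genes of ribosomal proteins other than ykgM and ykgO, 31 had an adjusted p-value under 0.05 in LB (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), all of them lower with calprotectin, with a median log2 fold change of -0.82. In M9, 17 changed, 1 higher and 16 lower, with a median of -0.30, but with scaling by library totals alone 5 were higher and 2 lower, so the direction in M9 depends on the scaling. By the test of the difference, the change was more negative in LB for 19 and in M9 for 1. The family was chosen after its values were seen, from lists that hold changed genes only. With RLE size factors, library totals alone, DESeq2, thinning or the replicate block, the genes that changed in LB were again all lower.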
